# Caspase-mediated nuclear pore complex trimming in cell differentiation and endoplasmic reticulum stress

**DOI:** 10.7554/eLife.89066

**Published:** 2023-09-04

**Authors:** Ukrae H Cho, Martin W Hetzer

**Keywords:** nuclear pore complex, caspase, cell differentiation, Mouse

## Abstract

During apoptosis, caspases degrade 8 out of ~30 nucleoporins to irreversibly demolish the nuclear pore complex. However, for poorly understood reasons, caspases are also activated during cell differentiation. Here, we show that sublethal activation of caspases during myogenesis results in the transient proteolysis of four peripheral Nups and one transmembrane Nup. ‘Trimmed’ NPCs become nuclear export-defective, and we identified in an unbiased manner several classes of cytoplasmic, plasma membrane, and mitochondrial proteins that rapidly accumulate in the nucleus. NPC trimming by non-apoptotic caspases was also observed in neurogenesis and endoplasmic reticulum stress. Our results suggest that caspases can reversibly modulate nuclear transport activity, which allows them to function as agents of cell differentiation and adaptation at sublethal levels.

## Introduction

Caspases are a group of apoptotic proteases that target hundreds of proteins (Araya et al., 2021; Mahrus et al., 2008; Shimbo et al., 2012).The activation of executioner caspases, especially that of caspase-3, is equated with cell death. However, studies in the last two decades have demonstrated that it is transiently activated at sublethal levels in differentiating cells (Burgon and Megeney, 2018; Connolly et al., 2014; Ding et al., 2016; Tang et al., 2015). This phenomenon has been described in myogenic, neuronal, osteogenic, and many other types of differentiation.

The nuclear pore complex (NPC), the sole gateway between the nucleoplasm and the cytoplasm, is extensively targeted by caspase-3 (Ferrando-May et al., 2001; Kihlmark et al., 2001; Patre et al., 2006). A total of eight nucleoporins (Nups), the NPC subunits, are degraded by this cysteine protease: two out of the eight Nups are on the cytoplasmic side of the NPC (Nup358 and Nup214), two form NPC scaffold (Nup96 and Nup93), three reside on the nucleoplasmic side (Nup153, Tpr, and Nup50), and one is a transmembrane protein (Pom121). Hence, all major NPC substructures – cytoplasmic filaments, central scaffold, nuclear basket, and membrane-bound portion – are destroyed. Caspase-3-mediated NPC disintegration has been studied extensively in apoptotic cells, but not in differentiating cells. It is unknown if/how the NPC is modified by caspase-3 in differentiating cells. Are the same set of eight Nups cleaved? What happens to nuclear transport and passive permeability barrier? How does NPC proteolysis facilitate cell identity transition?

We address these questions by examining caspase-mediated NPC proteolysis in C2C12 cells undergoing myoblast-to-myotube transition where pulse-like, non-apoptotic caspase-3 activation has been well-characterized (Bloemberg and Quadrilatero, 2014; Boonstra et al., 2018; Fernando et al., 2002; Dehkordi et al., 2020; Murray et al., 2008). Transient caspase-3 activation in differentiating myoblasts has been shown by immunoblotting and fluorogenic probes. Moreover, genetic deletion or pharmacological inhibition of caspase-3 significantly inhibits cell-cell fusion and expression of key muscle genes. Here, we show that during myogenesis, caspase-3 molecularly ‘trims’ the NPC in a reversible manner rather than dismantling the entire structure as in apoptosis. This partial degradation of the NPC transiently impairs nuclear export, but not nuclear import and passive permeability barrier, and accompanies nuclear accumulation of focal adhesion proteins, tubulins, Annexin A’s, mitochondrial enzymes, etc. Of note, NPC trimming explains how FAK becomes transiently nuclear, which previously was shown to be required for myogenin de-repression (Luo et al., 2009). NPC trimming is observed in differentiating primary myoblasts and neural precursor cells as well, illustrating that it may be a general feature of cell differentiation. We also observed NPC trimming in ER-stressed cells, suggesting that caspase-mediated modulation of nuclear transport might represent not only a programmed step in differentiation but also a part of the cellular stress response system.

## Results

### 5 Nups are completely degraded by caspase-3 during myogenesis

Caspase-3 can degrade eight Nups (Nup358, Nup214, Nup153, Nup96, Nup93, Nup50, Tpr, and Pom121) during staurosporine-, actinomycin D-, etoposide-, or TRAIL-induced apoptosis (Ferrando-May et al., 2001; Patre et al., 2006). Recombinant caspase-3 reproduces in vivo Nup fragmentation pattern when added to permeabilized cells, and its pharmacological inhibition by DEVD-CHO blocks Nup degradation during apoptosis (Ferrando-May et al., 2001). Nups were identified as caspase-3 targets in multiple substrate profiling experiments as well (https://wellslab.ucsf.edu/degrabase/). Rendering them caspase-3-resistant is technically not feasible as most of them are cleaved at multiple sites – for example, 8+for Nup358 and 4+for Tpr (Patre et al., 2006). We observe 6+fragments for Nup153 (see below). However, human Pom121 has been made uncleavable by D531A mutation (Kihlmark et al., 2004).

We first asked whether caspase-3 proteolyzes Nups during myogenesis. As reported previously, we detected the active form of caspase-3 as well as that of caspase-9 and –12 in differentiating C2C12 cells (Figure 1A and Figure 1—figure supplement 1A; Fernando et al., 2002; Gomez-Cavazos and Hetzer, 2015; Murray et al., 2008; Nakanishi et al., 2005). Typically, caspase activity peaks at 16–24 hr after inducing myogenesis, and is fully quenched by 32–60 hr (see *Cell culture* in Materials and methods). As a reference, peak caspase-3 activity level in differentiating C2C12 cells is comparable to that in C2C12 cells treated with 1 μM staurosporine for 4 hr (Murray et al., 2008). During this time window, 4 peripheral Nups, Nup358, Nup214, Nup153, and Tpr, were reversibly and completely degraded in a caspase-dependent manner (Figure 1—figure supplement 1B). Complete loss of full-length proteins demonstrates that this proteolytic event takes place in the differentiating population, not just in 2–3% of the population that undergo apoptosis during C2C12 myogenesis. (We washed plates thrice with PBS before harvesting to minimize their contribution. We also show the loss of Nup fragments in differentiating cells by immunofluorescence below.) Although partially, Nup50 was proteolyzed as well (Figure 1—figure supplement 1C). Nup96 and Nup93, which form NPC scaffold and are cleaved during apoptosis (Patre et al., 2006), remained intact. (For Nup93, a faster-running, second band arises in a caspase-dependent manner (Figure 1—figure supplement 1C). The molecular nature of this band is unclear at the moment.) This agrees with our previous report showing the persistence of the same Nup96 and Nup93 copies through the course of myogenesis (Toyama et al., 2019).

**Figure 1.**
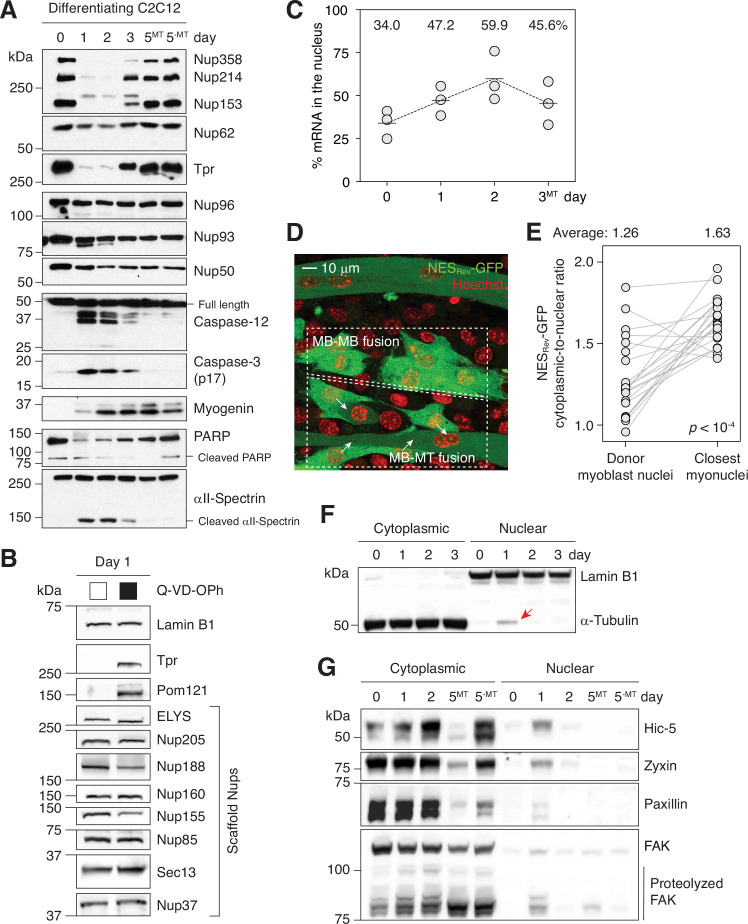
Caspases fully proteolyze 5 peripheral Nups during myogenesis. (**A**) Immunoblots showing the degradation of Nups, PARP, and αII-spectrin, the activation of caspase-3/12 and the upregulation of myogenin in differentiating C2C12 cells. (**B**) Caspase-dependent proteolysis of Nups in differentiating C2C12 cells assessed by immunoblotting. Q-VD-OPh used at 30 μM. (**C**) Nuclear-to-total mRNA ratio in C2C12 cells undergoing myogenesis. The average value of three replicates shown for each time point. (**D**) A stable C2C12 cell line that expresses NES_Rev_-GFP. In dashed boxes are cells undergoing MB-to-MB or MB-to-MT fusion. (**E**) Cytoplasmic-to-nuclear ratio of NES_Rev_-GFP was quantified for 22 donor myoblast / closest myonuclei pairs. Grey lines link each pair. (**F**) Localization of lamin B1 and α-tubulin in differentiating C2C12 cells assessed by immunoblotting. Nuclear α-tubulin marked with an arrow. Thirty μg of protein loaded per lane. (**G**) Cytoplasmic and nuclear levels of focal adhesion proteins in differentiating C2C12 cells. Twenty-five μg of protein loaded per lane. MT: myotubes, MB: myoblasts. Figure 1—source data 1.Unprocessed gel images.

**Figure 1—figure supplement 1.**
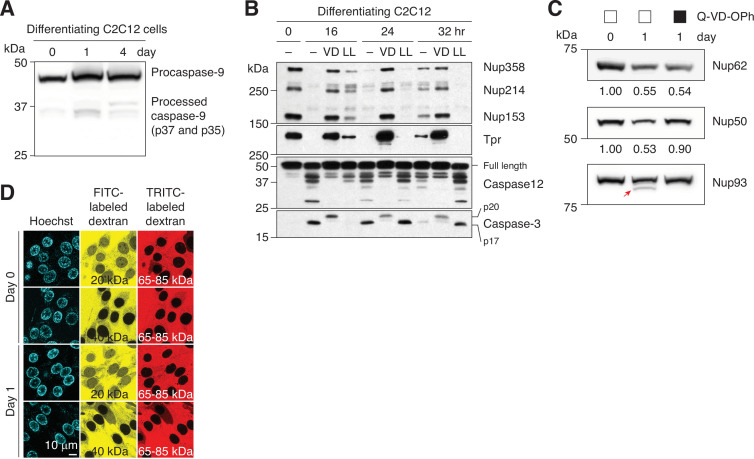
Caspase-mediated NPC trimming in differentiating C2C12 cells. (**A**) Activation of caspase-9 in differentiating C2C12 cells was assessed by immunoblotting. (**B**) Caspase-3 and –12 activation and peripheral Nup degradation during myogenesis were assessed in the absence or presence of a pan-caspase inhibitor (Q-VD-OPh [‘VD’], 30 μM) or a pan-calpain inhibitor (Z-LL-CHO [‘LL’], 50 μM) by western blotting. (**C**) C2C12 cells were differentiated in the absence or presence of 30 μM Q-VD-OPh. The levels of Nup62 and Nup50 were determined by densitometric analysis. Secondary band of Nup93 is marked with a red arrow. (**D**) NPC passive permeability barrier in C2C12 cells undergoing myogenic differentiation was assessed by dextran exclusion assay.

**Figure 1—figure supplement 2.**
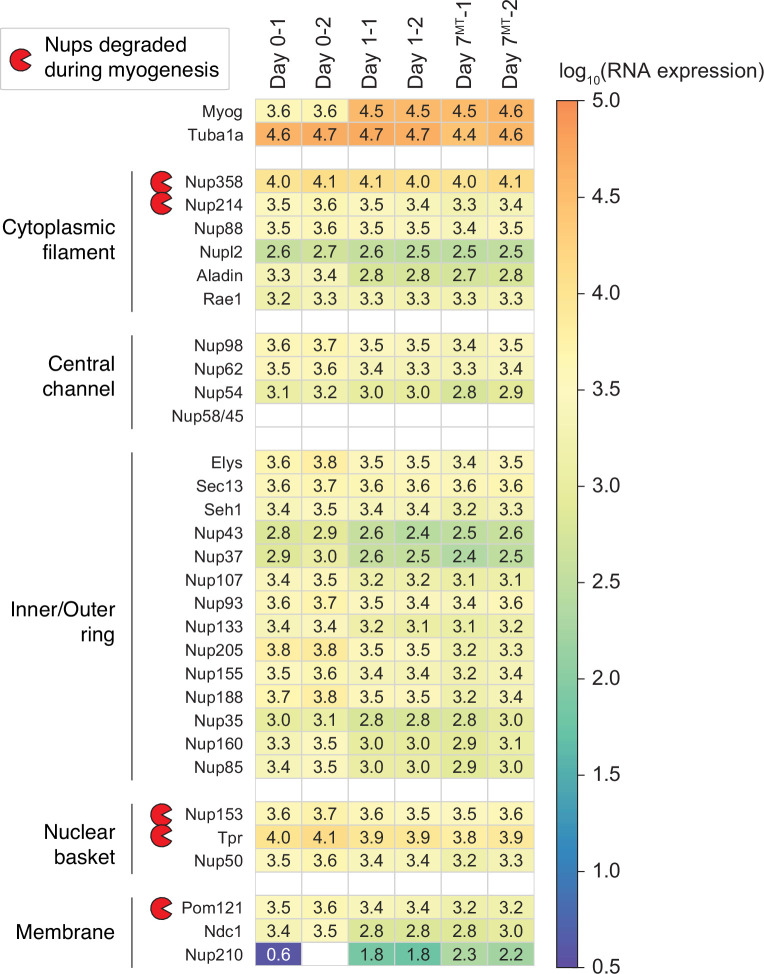
Transcript levels of NPC subunits in differentiating C2C12 cells. Using RNA-seq, we monitored how the transcript levels of 30 Nups change over the course of myogenesis. Those of *Myog* and *Tuba1a* are also shown for comparison.

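RNA was sequenced from 6 libraries of C2C12 cells, a mouse myoblast line that exits the cell cycle and fuses into multinucleated myotubes in low serum. Each of 3 groups had 2 libraries, namely myoblasts at Day 0, myotubes at Day 7 and reserve cells at Day 7, the mononucleated cells that do not fuse. The submitters call the libraries of a group biological replicates. Day 7 is the time given by the sample labels and by Figure 1—figure supplement 2, while the Cell culture section of the methods gives 120 hr for mature myotubes and reserve cells. The heat map in Figure 1—figure supplement 2 covers the 4 libraries of myoblasts and myotubes. The reserve cell libraries are not shown in it, and the intermediate days of differentiation have no libraries here.

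The authors aligned paired-end reads of 150 bases from a NovaSeq 6000 to mm10 with HISAT2, processed the alignments with SAMtools and quantified transcripts with StringTie, which gives an estimated count for each annotated transcript. The program versions and the annotation release are not given in the sources used here, nor is it stated whether a count stands for a read or a pair. The totals were 15795389 and 20055078 estimated counts in the myoblast libraries, 15658875 and 19344981 in the myotube libraries, and 19214940 and 18760145 in the reserve cell libraries. The table of the whole series, named normalized, holds each estimated count multiplied by 2, in part less 1, with no adjustment for library depth.

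For the values given here, the estimated counts of transcripts were summed to genes with GENCODE release M21. Of 142604 transcripts, 141374 were paired with a gene, and the other 1230, with 0.375% to 0.872% of a library's counts, were tested under their own identifiers. A gene with unpaired transcripts is therefore counted in part. Levels are given in CPM, counts scaled to a common library size, with the trimmed mean of M values (TMM) in edgeR. The TMM factors were 1.09 and 1.08 in myoblasts, 0.899 and 0.889 in myotubes and 1.03 in both reserve cell libraries. Mitochondrially encoded genes took 1.89% and 1.90% of the counts in myoblasts, 5.30% and 5.37% in myotubes and 2.36% in both reserve cell libraries.

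Of 25308 genes with a count, 15467 passed the filterByExpr filter (at least 10 counts in 2 libraries of average depth) and were compared between the groups with edgeR's quasi-likelihood test in a single fit of the 6 libraries. A gene was called changed at an adjusted p under 0.05 (Benjamini-Hochberg). These comparisons, the gene lists and the rule for the genes that are named were fixed before the data were examined, apart from the levels of Nups, Myog and Tuba1a in the heat map, which had been seen. Replicates differed by more than the sampling noise, with a chi-square per degree of freedom of 6.37 in myoblasts, 8.27 in myotubes and 7.93 in reserve cells. The common dispersion was 0.0166, a biological coefficient of variation of 12.9%. In simulated counts of the same depth, with 200 changed genes and 14991 genes past the filter, the test recovered 47.8% of the genes changed 1.5-fold, 68.7% of those changed 2-fold and 81.8% of those changed 4-fold. Between the real myotubes and myoblasts 10137 genes were called, so these rates need not hold there. With so few changed genes, the simulation also does not test the TMM scaling where many genes change. With 2 libraries against 2, a gene's groups fail to overlap by chance in 33.3% of cases, so calls rest on the spread pooled across genes.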

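Myog, the gene of the muscle transcription factor myogenin, rose in myotubes, and Tuba1a, which encodes an alpha-tubulin, was slightly lower. Genes of contraction and muscle metabolism rose alongside Myog, and genes of DNA replication and mitosis fell. Myog (ENSMUSG00000026459.5) lies on chromosome 1 of mm10 from 134289989 to 134292548. Its level was 104 ± 4.01 CPM in myoblasts and 1153 ± 13.2 CPM in myotubes (SD, n = 2 each), a log2 fold change of 3.48 (SE 0.0455, adjusted p = 1.3e-15 from edgeR). Tuba1a (ENSMUSG00000072235.6) lies on chromosome 15 from 98949837 to 98953703. Its level was 1127 ± 37.9 CPM in myoblasts and 1009 ± 47.3 CPM in myotubes, a log2 fold change of −0.16 (SE 0.0432, adjusted p = 0.0054 from edgeR). Tuba1a may share reads with its paralogs Tuba1b and Tuba1c. The call for Tuba1a ended in edgeR without myoblast replicate 1 (−0.14, adjusted p = 0.0536) and without myotube replicate 1 (−0.12, adjusted p = 0.0597), within a range of 7.6e-07 to 0.107 over the alternatives.

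Of 35 genes of the sarcomere, the contractile unit of muscle, 34 rose in myotubes and none fell (35 rose when adjusted over the list alone), with a median log2 fold change of 7.49. Among them were Acta1, skeletal muscle actin, at 7.28, Myl1, a myosin light chain, at 7.59 and Tnnt3, fast skeletal troponin T, at 8.20. Acta1 may share reads with its paralog Actc1. All 25 tested genes of excitation-contraction coupling and the neuromuscular junction rose, with a median of 3.93, and included the calcium pump gene Atp2a1 (6.31) and the calcium channel gene Cacna1s (7.92). All 14 genes of muscle metabolism rose, with a median of 7.04, or 6.76 with genes lacking counts in myoblasts at their lower bound. The myoglobin gene Mb was at 9.21 and the creatine kinase gene Ckm at 7.64. Of 19 myogenic regulators and fusion genes, 15 rose, such as the transcription factor gene Mef2c (10.20) and the fusion gene Mymk (5.82), and 3 fell, among them Myf5 (−2.89) and Six4 (−0.27), picked out after their values were seen. In limma's camera test, these lists had adjusted p = 2.5e-20, 4.7e-15, 6.4e-08 and 1.9e-05, in the order given. In the same order, camera gave adjusted p = 0.0547, 0.0505, 0.117 and 0.192 with an estimated correlation.

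Of 30 genes of S phase and mitosis, 29 fell and none rose, with a median of −3.51 (camera adjusted p = 1.4e-14, or adjusted p = 0.0505 with an estimated correlation). The estimated correlation of this list was −0.012, below the preset of 0.01, so correlation between its genes does not account for the larger p. Top2a, a DNA topoisomerase, was at −3.48, the mitotic kinesin gene Kif20a at −4.14 and the cyclin gene Ccna2 at −3.46. Of 8 tested cell cycle inhibitors, 3 rose and 5 fell. In limma's camera test, the list of inhibitors had adjusted p = 0.589, with a median of −0.46 and a mean above 0. Cdkn1a, the gene of p21, was at 3.88, the retinoblastoma gene Rb1 at 1.93 and Gas1 at −3.32. Of 19 tested genes of satellite cell quiescence and Notch signalling, 12 fell and 3 rose, with a median of −1.27 and 15 lower with library totals (camera adjusted p = 8.4e-03, or adjusted p = 0.172 with an estimated correlation). Notch3, a Notch receptor, was at −2.49, the HLH inhibitor gene Id3 at −5.07 and the signalling inhibitor gene Spry1 at 3.16. Of 13 mitochondrially encoded genes, 11 rose (12 when adjusted over the list alone), with a median of 2.01 (camera adjusted p = 1.9e-07, or adjusted p = 0.0892 with an estimated correlation).

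Across all genes tested, 10137 changed between myoblasts and myotubes, 5056 higher and 5081 lower in myotubes, and 5439 of these by at least 2-fold. With library totals in place of TMM the median log2 fold change of all genes moved to −0.27 and the share of changed genes that were higher in myotubes from 49.9% to 36.5%, so directions of small changes are relative to the bulk of genes.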

**Figure 1—figure supplement 3.**
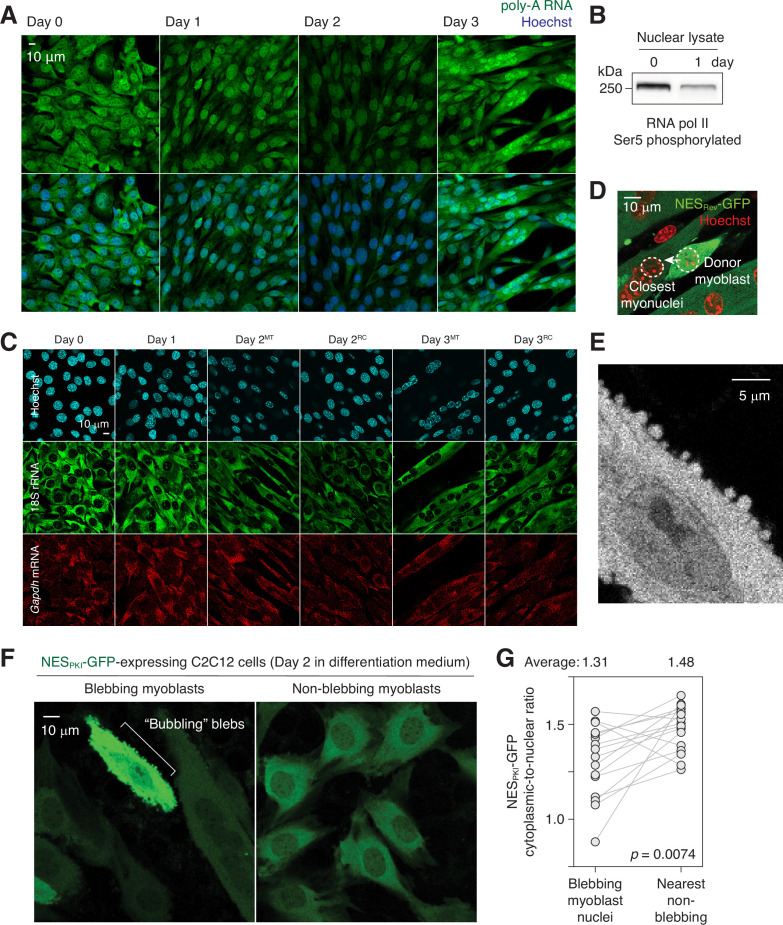
Nuclear export impairment in differentiating C2C12 cells. (**A**) poly-A RNAs were visualized in differentiating C2C12 cells by fluorescence in situ hybridization. (**B**) Ser5 phosphorylation level of RNA polymerase II in days 0 and 1 C2C12 cells. (**C**) 18 S rRNA and *Gapdh* mRNA fluorescence in situ images of differentiating C2C12 cells. MT: myotubes, RC: reserve cells. (**D**) Representative image showing how ‘donor myoblast’ and ‘closest myonuclei’ were determined. (**E**) Bubbling blebs on the plasma membrane of a fusion-competent myoblast. (**F**) Live imaging of C2C12 cells stably expressing NES_PKI_-GFP. Imaged 48 hours after switching from growth to differentiation medium. (**G**) Cytoplasmic-to-nuclear ratio of NES_PKI_-GFP was quantified for 16 pairs of blebbing and non-blebbing cells. Grey lines link each pair.

**Figure 1—figure supplement 4.**
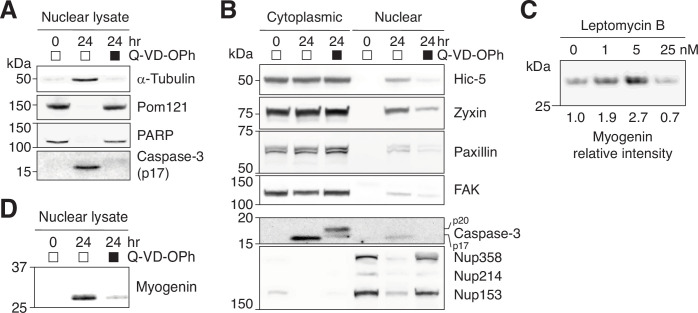
Nuclear retention of NES-containing proteins in differentiating C2C12 cells. (**A**) Nuclear translocation of α-tubulin and (**D**) myogenin upregulation were assessed in C2C12 cells differentiated in the absence or presence of a pan-caspase inhibitor, Q-VD-OPh (30 μM). (**B**) C2C12 cells were differentiated in the absence or presence of Q-VD-OPh (30 μM) for 24 hr, and nuclear and cytoplasmic fractions were obtained. Nuclear accumulation of NES-containing focal adhesion proteins and caspase-mediated NPC trimming were examined by western blotting. A total of 17.5 μg of cytoplasmic or nuclear protein loaded per lane. (**C**) C2C12 cells were differentiated in the absence or presence of leptomycin b for 24 hr, and myogenin expression was determined by western blotting.

**Figure 1—figure supplement 5.**
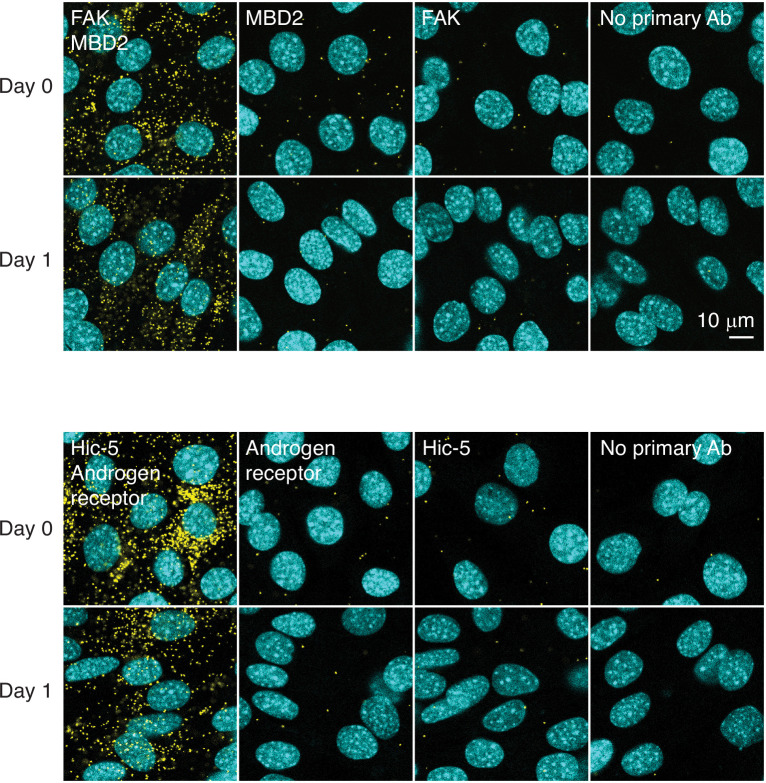
Proximity ligation assay. Interaction between FAK and MBD2 and between Hic-5 and androgen receptor was assessed by proximity ligation assay (yellow puncta) in differentiating C2C12 cells.

For more comprehensive survey, we tested 8 additional scaffold Nups and 1 transmembrane Nup, Pom121, which is cleaved by caspase-3 in apoptotic cells (Figure 1B). Only Pom121 exhibited caspase-dependent proteolysis. In summary, caspase-3 degrade 4 peripheral Nups and 1 transmembrane Nup during myoblast-to-myotube transition. Given that caspase-3-exposed NPCs will lack cytoplasmic filaments (Nup358 and Nup214), nuclear basket (Nup153 and Tpr), and the C-terminal tail of Pom121 that extends into the cytoplasm, we termed this phenomenon “NPC trimming”. Importantly, since the NPC core is unaffected, functional NPCs can be quickly restored once caspases are quenched. RNA-seq shows that the transcript levels of all but one Nups remain stable (Figure 1—figure supplement 2). 

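Nup210 rose in myotubes from a level near 0, while 20 other Nup transcripts fell, 7 of them by at least 2-fold. Of the 30 Nups, 29 could be tested, and 25 of these changed, 5 higher and 20 lower (25 also when adjusted over the list alone). The levels of these libraries had been seen in the heat map when the Nups were grouped, so the counts by group are not independent evidence. The median log2 fold change of the 29 Nups was −0.49. For 17 of them the 95% interval lay within a 2-fold change in either direction, for 7 it lay outside, and for 5 it crossed that bound.

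A change of at least 2-fold was found for 8 Nups, with Nup210 higher and 7 lower. Aaas, a Nup of the cytoplasmic face (chromosome 15 of mm10, 102338252 to 102350771), went from 58.7 ± 2.36 to 18.9 ± 0.954 CPM (SD, n = 2 each), a log2 fold change of −1.64 (SE 0.0925, adjusted p = 2.9e-09 from edgeR). The inner ring gene Nup205 (chromosome 6, 35177421 to 35247596) went from 167 ± 7.21 to 55.1 ± 0.438 CPM, a log2 fold change of −1.60 (SE 0.0674, adjusted p = 1.3e-10 from edgeR). The transmembrane Nup gene Ndc1 (chromosome 4, 107367784 to 107416346) went from 71.0 ± 5.65 to 25.8 ± 1.50 CPM, a log2 fold change of −1.46. Nup37 was at −1.46, Nup85 at −1.23 and Nup160 at −1.06, 3 members of the outer ring, and the inner ring gene Nup188 at −1.18. Tested against a 2-fold change itself with edgeR's glmTreat, 7 Nups passed, Nup210 and 6 that were lower.

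Of 14 Nups of the inner and outer rings, the scaffold of the NPC, 11 fell and only Sec13 (0.32), which also serves vesicle coats, rose, with a median of −0.69. In limma's camera test this group had adjusted p = 1.3e-03, or adjusted p = 0.172 with an estimated correlation, and no other group was under 0.05. Nup93 (−0.13, adjusted p = 0.151 from edgeR) and Nup35 (−0.21, adjusted p = 0.138) did not pass. Among 6 cytoplasmic filament Nups, Ranbp2 (encoding Nup358, 0.38), Rae1 (0.38) and Nup88 (0.18) rose, Nup214 (−0.49) and Aaas fell, and Nup42 was at −0.13 (adjusted p = 0.581 from edgeR). Their median was 0.03 while their mean was below 0. All 3 tested central channel Nups fell, Nup98 at −0.36, Nup62 at −0.30 and Nup54 at −0.76. In the nuclear basket Tpr (−0.42) and Nup50 (−0.77) fell, and Nup153 was at −0.05 (SE 0.0649, adjusted p = 0.530 from edgeR). Pom121, which anchors the NPC in the membrane, fell by 0.89 on the log2 scale. Of the 5 Nups that the paper reports as degraded, Ranbp2 rose, Nup214, Tpr and Pom121 fell, and Nup153 did not pass. Nup58 had no counts in myoblasts or myotubes under its own gene model, while the overlapping model Gm49336 held 1434 to 2031 counts per library. Gm49336 rose in myotubes (0.40), opposite to the tested central channel Nups, though it no longer passed with library totals.

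With library totals in place of TMM, Ranbp2 (0.10), Rae1 (0.10), Sec13 (0.04) and Nup88 (−0.10) no longer passed, while Nup93 (−0.41), Nup35 (−0.49) and Nup153 (−0.33) passed as lower. The call for Nup88 also ended without any 1 of the 6 libraries and in DESeq2 (adjusted p = 0.104), Nup93 passed without myotube replicate 2 (−0.26), and Nup160 dropped below 2-fold without myotube replicate 1 (−0.98) or myoblast replicate 2 (−0.999), while Nup107 passed 2-fold without myotube replicate 1 (−1.04). With library totals 12 Nups changed by at least 2-fold, 11 of them lower, among them Nup107, Pom121, Nup54 and Nup50. The paper states from the RNA-seq that transcript levels of Nups other than Nup210 remain stable, after reasoning that functional NPCs can be restored once caspases are quenched because the NPC core is unaffected.

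**Figure D1:**
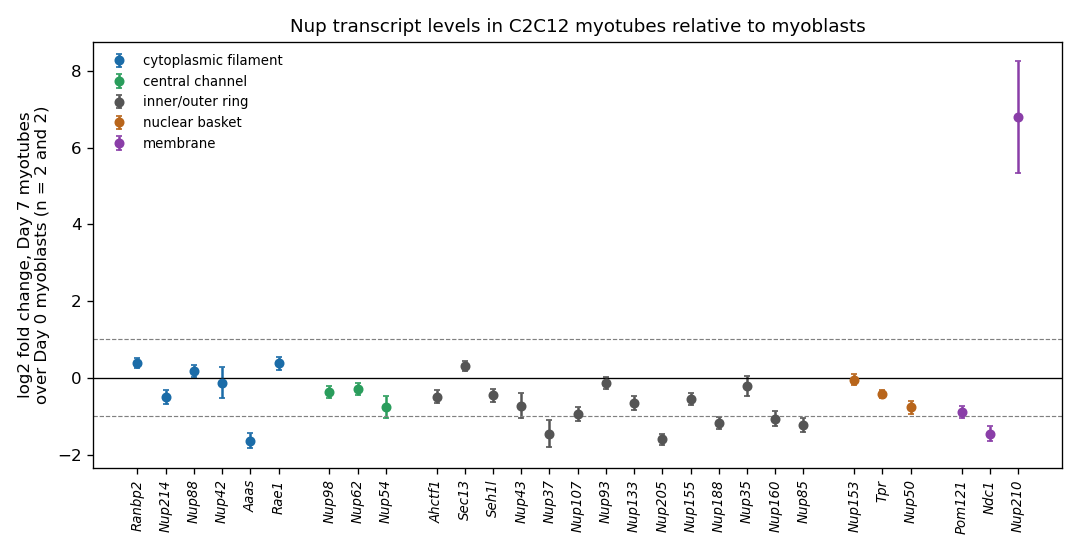
Log2 fold change of 29 Nup transcripts in Day 7 myotubes over Day 0 myoblasts, 1 point per gene with its 95% interval from edgeR, coloured by NPC substructure. The dashed lines mark a 2-fold change in either direction, and Nup210 stands at 6.79, apart from the other Nups.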

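Nup210 was almost absent from myoblasts and present at a low level in myotubes. It encodes a transmembrane Nup and lies on chromosome 6 of mm10 from 91013068 to 91116829, on the minus strand (ENSMUSG00000030091.17). The myoblast libraries held 0 and 2 estimated counts of Nup210 and the myotube libraries 111 and 85. Its level was 0.0461 ± 0.0652 CPM in myoblasts and 6.42 ± 2.09 CPM in myotubes (SD, n = 2 each). Among the tested Nups, Nup210 had the lowest CPM in myotubes, where the membrane Nup gene Pom121 stood at 51.7 ± 2.48 CPM. The log2 fold change of Nup210 was 6.79 (SE 0.672, 95% interval 5.33 to 8.25, adjusted p = 9.5e-07 from edgeR). With so few counts in myoblasts the fold is loosely bounded. The ratio of the summed counts, 196 against 2, was 122-fold after scaling for depth, with a 95% counting interval of 33.3 to 1012. That interval covers counting error alone. The fitted log2 fold change ranged from 4.09 to 9.81 over the alternatives, with adjusted p = 8.6e-21 to 0.0087 from edgeR, DESeq2 or limma, and a filter at 10 CPM left Nup210 untested. The value of 9.81 was reached on transcripts in place of genes and without myoblast replicate 2, which leaves 0 counts in myoblasts and an open-ended fit, and the value of 4.09 is from limma-trend with 10 added to each value.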

Nup210 is the only exception whose expression level changes dramatically during myotube formation at both transcript and protein levels as we have previously reported (D’Angelo et al., 2012).

Calpains are another class of proteases that are activated in differentiating myoblasts (Louis et al., 2008), and are known to proteolyze Nups in multiple contexts (Bano et al., 2010; Sugiyama et al., 2017; Yamashita et al., 2017). We tested whether calpain inhibition prevents the digestion of Nups (Figure 1—figure supplement 1B). Interestingly, it delayed but did not prevent caspase-3/12 activation and peripheral Nup degradation. This suggests that they participate in caspase activation process but are not responsible for NPC trimming.

Given that central FG Nups, such as Nup98 and Nup62, are not targeted by caspases (Ferrando-May et al., 2001; Patre et al., 2006), we surmised that the nuclear passive permeability barrier would remain intact. Indeed, nuclear exclusion of ≥40 kDa dextrans demonstrates that the passive barrier is functional even when the NPC is partially disintegrated (Figure 1—figure supplement 1D).

### Caspase-mediated NPC trimming impairs nuclear export

The loss of peripheral Nups suggested that the engagement of nuclear transport receptors, and thus nuclear transport, might be affected. The removal of Nup358, Nup214, Nup153, or Tpr has been shown to block nuclear export and cause nuclear accumulation of RNAs and NES (nuclear export signal)-containing proteins (Aksenova et al., 2020; Forler et al., 2004; Hutten and Kehlenbach, 2006; Ullman et al., 1999). We thus assessed mRNA export during the first three days of myogenic differentiation by combining nuclear isolation and oligo(dT) bead-based poly(A)^+^ RNA purification. The nuclear-to-total mRNA ratio increases from 34% to 60% during differentiation, indicating an impairment in mRNA export (Figure 1C and Figure 1—figure supplement 3A–B). Of note, the distribution of housekeeping gene RNAs, 18 S rRNA and *Gapdh* transcript, remains unchanged during this period as they have extended half-lives (Figure 1—figure supplement 3C; Lee et al., 2010; Yi et al., 1999). This might explain how cells can continue to synthesize essential proteins and maintain homeostasis even when RNA export is temporarily inhibited.

We then examined Crm1-dependent nuclear export of proteins. The cytoplasmic-to-nuclear ratio of NES_Rev_-GFP, a widely used export probe, was significantly lower in myoblasts undergoing cell-cell fusion than in myotubes (Figure 1D and E, and Figure 1—figure supplement 3D). Similarly, the cytoplasmic-to-nuclear ratio of NES_PKI_-GFP significantly decreased when myoblasts started to produce “bubbling” blebs and became fusion-competent (Figure 1—figure supplement 3E–G; Lian et al., 2020). We also asked if the localization of α-tubulin is affected. It is normally absent in the nucleus due to the presence of multiple NESs (Schwarzerová et al., 2019). Strikingly, 1 day post-differentiation when NPCs are partially disintegrated, α-tubulin was detected in the nuclear lysate, although at a relatively low level (Figure 1F). When NPC trimming was blocked by Q-VD-OPh, a pan-caspase inhibitor, its nuclear translocation was suppressed (Figure 1—figure supplement 4A). We next checked if focal adhesion proteins behave similarly since they (1) contain NESs as well and (2) are likely to be released to the cytoplasm by calpains in differentiating C2C12 cells (Louis et al., 2008). Remarkably, all four focal adhesion proteins that we examined (Hic-5, zyxin, paxillin, and FAK) became transiently nuclear during myogenesis (Figure 1G). In the presence of Q-VD-OPh, their nuclear entrapment was notably suppressed, albeit not fully (Figure 1—figure supplement 4B). The residual amount can be attributed to forced import during myogenesis by their binding partners that make use of them as transcription cofactors in the nucleus. We indeed detect interaction between FAK and MBD2 (Luo et al., 2009) and Hic-5 and androgen receptor (Alpha et al., 2020) by proximity ligation assay (Figure 1—figure supplement 5).

In summary, differentiation-associated caspase activity impairs nuclear export and leads to the nuclear retention of NES-containing proteins. (Nuclear import is discussed below.) Given the rapid influx of NES-harboring proteins, we hypothesized that leptomycin B, a Crm1 inhibitor, could support myogenesis. Indeed, when differentiation medium is supplemented with a partial dose of leptomycin B, myogenin expression is enhanced (Figure 1—figure supplement 4C). This agrees with the reported ~twofold myogenin enhancement by 6 hr of leptomycin B pre-treatment in growth medium (Bustos et al., 2015). In contrast, a full dose of Q-VD-OPh in differentiation medium significantly suppresses myogenin upregulation (Figure 1—figure supplement 4D). Q-VD-OPh significantly reduces cell-cell fusion and myosin heavy chain expression as well (Murray et al., 2008).

### Tpr and Pom121 C-terminal fragments dissociate from the NPC

Since Nups are large proteins that are held in place via multiple interactions, we asked whether the entire proteins are released from the NPC after proteolysis. Using four different antibodies (Figure 2—figure supplement 1A), we first analyzed whether various domains of Nup153 and Tpr are retained in late-stage apoptotic nuclei where caspase levels are significantly higher than in differentiating cells and chromatins are fully condensed. Immunostaining revealed that only the C-terminal epitope of Tpr dissociates from the NPC while proteolyzed Nup153 and Tpr N-terminus remain bound (Figure 2A and B). Their persistent association with the NPC is reminiscent of that of enterovirus 2 A or rhinovirus 3 C protease-cleaved Nup98 (Park et al., 2015; Walker et al., 2013).

**Figure 2.**
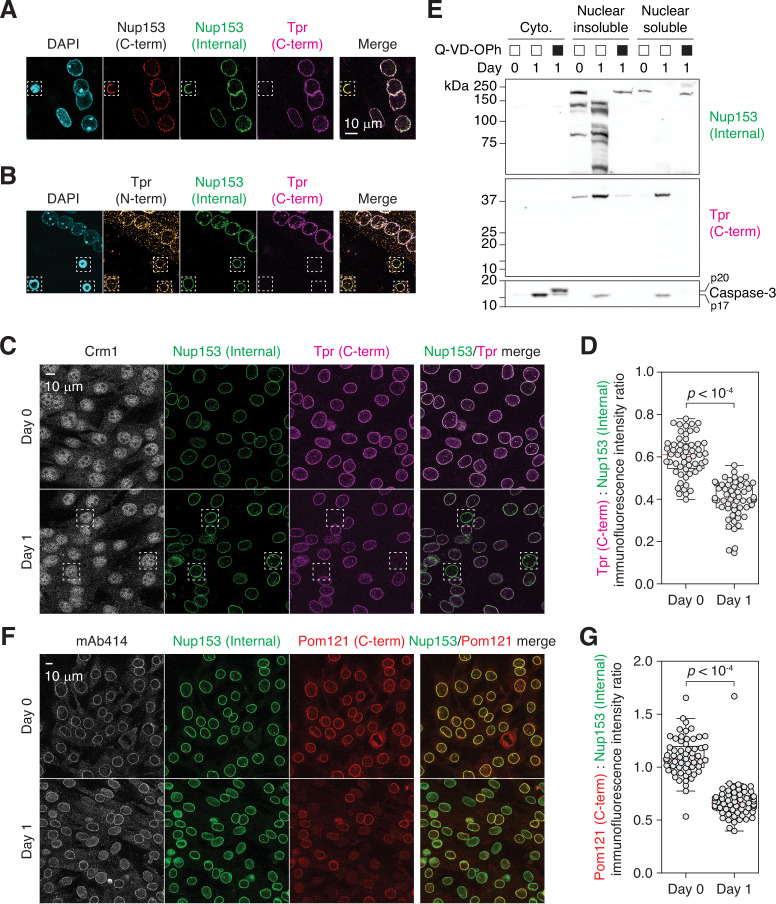
Tpr and Pom121 C-terminal fragments dissociate from the NPC during myogenesis. (**A and B**) C2C12 cells immunostained using two Nup153 and two Tpr antibodies. In dashed boxes are apoptotic nuclei. (**C**) C2C12 cells undergoing myogenesis immunostained for Crm1, Nup153, and Tpr. In dashed boxes are TprC^–^ cells. (**D**) Tpr C-term immunoreactivity (normalized against Nup153 internal domain immunoreactivity) determined for 50+nuclei. (**E**) Nup153, Tpr, and caspase-3 fragments in subcellular fractions of differentiating C2C12 cells visualized by immunoblotting. Q-VD-OPh used at 30 μM. (**F**) C2C12 cells undergoing myogenesis immunostained for mAb414, Nup153, and Pom121. (**G**) Pom121 C-term immunoreactivity (normalized against Nup153 internal domain immunoreactivity) determined for 50+nuclei. Figure 2—source data 1.Unprocessed gel images.

**Figure 2—figure supplement 1.**
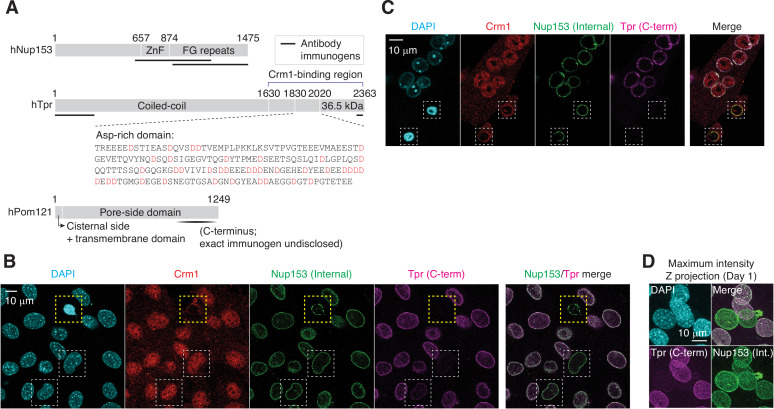
Immunofluorescence staining of apoptotic and differentiating C2C12 cells. (**A**) Domain architecture of human Nup153, Tpr, and Pom121. Immunogenic fragments used to generate Nup153, Tpr, and Pom121 antibodies are mapped on each protein. Aspartates (**D**) in Tpr aspartate-rich region are colored in red. (**B**) C2C12 cells that have undergone myogenic differentiation for a day. In yellow dashed box is an apoptotic cell, and in white dashed boxes, differentiating TprC^–^ cells. (**C**) C2C12 cells were immunostained for Crm1, Nup153, and Tpr. Apoptotic nuclei with condensed chromatin are shown in dashed boxes. (**D**) TprC^–^ cells were identified by immunofluorescence. Maximum intensity Z projection micrographs were reconstructed from confocal imaging.

**Figure 2—figure supplement 2.**
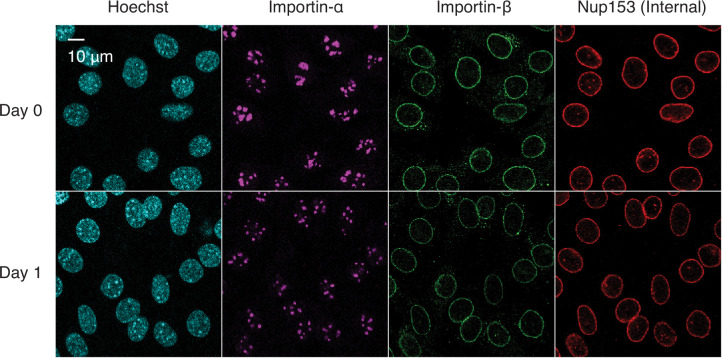
Immunofluorescence staining of differentiating C2C12 cells. C2C12 cells undergoing myogenesis were immunostained for importin-α, importin-β, and Nup153.

Differentiating myoblasts exhibited a proteolytic phenotype that is distinct from that of apoptotic cells. Quantitative analysis suggests that Tpr C-terminal fragment dissociates partially (Figure 2C and D). Only in 5–10% of the cells were the fragment completely dissociated as in apoptotic cells (dotted boxes in Figure 2C). ‘TprC^–^’ population can be clearly distinguished from dying cells by nuclear morphology (Figure 2—figure supplement 1B). Moreover, while the nucleoplasmic pool of Crm1 is lost and it becomes confined to the nuclear periphery in apoptotic cells (Figure 2—figure supplement 1C), Crm1 localization did not change in differentiating cells, even in TprC^–^ cells (Figure 2C). This might explain why NPC trimming results in a subdued nuclear export defect compared to a full dose of leptomycin B; NES-containing focal adhesion proteins accumulate in the nucleus to a limited extent during NPC trimming (Figure 1G) but become predominantly nuclear upon leptomycin B treatment (Nix et al., 2001; Ossovskaya et al., 2008).

To further validate (in)complete retention of Tpr C-terminal tail and Nup153 fragments, respectively, we isolated the nuclei of differentiating C2C12 cells and fractionated them into ‘nuclear insoluble’ (nuclear envelope, NPC, and chromatin-bound) and ‘nuclear soluble’ (Figure 2E; fractionation steps detailed below). Nup153 fragments were found exclusively in the former. In contrast, the C-terminal piece of Tpr, which is expected to be ~37 kDa (Figure 2—figure supplement 1A; Ferrando-May et al., 2001), was detected in both subfractions. This agrees with the partial-dissociation-upon-cleavage model.

We also analyzed Pom121 fragmentation. Pom121 has a short transmembrane and a long pore-side domain (aminoacid 35–55 and 56–1249 respectively in human; Figure 2—figure supplement 1A). The latter is caspase-cleaved and is undetectable by immunostaining in apoptotic cells (Kihlmark et al., 2001; Kihlmark et al., 2004). Although Pom121 is proteolyzed to completion at 24 hr post-differentiation (Figure 1B), immunostaining shows that its pore side domain does not fully dissociate from the NPC (Figure 2F and G). As in the case of Tpr, Pom121 C-terminus immunoreactivity does decrease on average but only a subset of nuclei exhibits its full loss. To conclude, there is some heterogeneity in the behavior of caspase-generated Nup fragments while NES-GFP reporter demonstrates that most, if not all, NPCs become export-defective. Lastly, we confirmed that trimmed NPCs do not cluster like they do in late-stage apoptosis via maximum intensity Z projection (Figure 2—figure supplement 1D; Kihlmark et al., 2001), and that the localization of importins is unaffected by NPC trimming (Figure 2—figure supplement 2).

### NPC trimming coincides with a rapid change in the nuclear proteome

Next, we employed quantitative mass spectrometry to study how NPC trimming affects the nuclear proteome. For better coverage of low-abundance proteins, we fractionated nuclei into ‘nuclear insoluble’ and ‘nuclear soluble’ by hypotonic lysis (Figure 3A). The former contains proteins strongly bound to the NPC, nuclear envelope, and chromatin, whereas in the latter are ones solubilized in the nucleoplasm (Figure 3B). Using tandem mass tag labeling, we determined how the levels of ~2800 proteins in the two subfractions change during caspase activation and NPC trimming, that is, before and after 24 hr of myogenic differentiation. We overlaid RNA-seq data on top of mass spectrometry result and generated a color-mapped volcano plot for the ‘nuclear soluble’ fraction (Figure 3C–D and Supplementary file 1). Our multi-omic analysis well matches previous candidate-based studies. As shown in Figure 3C, alpha-actinin 2 (Actn2) is known to be transcriptionally upregulated and removed from the nucleus during myogenesis (Lin et al., 2010).

**Figure 3.**
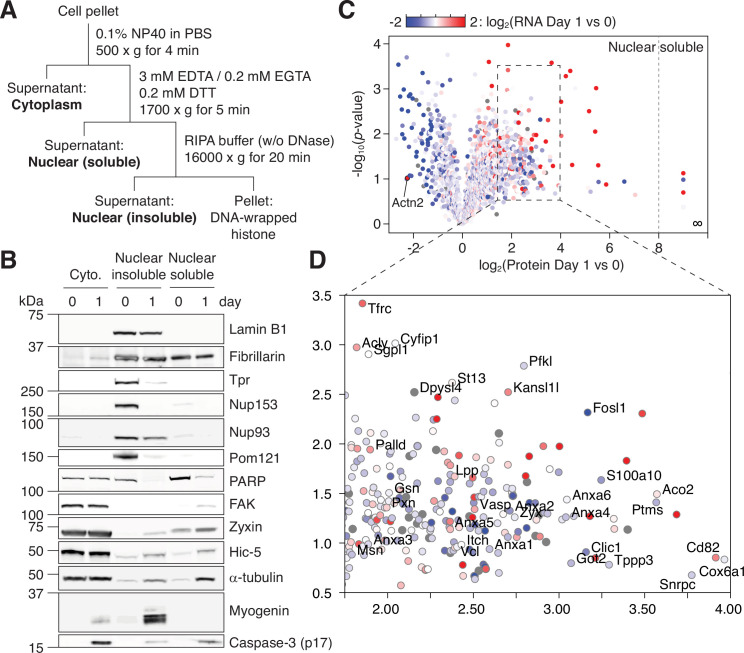
NPC trimming accompanies nuclear accumulation of cytoplasmic, plasma membrane, and mitochondrial proteins. (**A**) Preparation of subcellular fractions for quantitative mass spectrometry. (**B**) Subcellular fractions were validated using multiple protein markers. (**C**) Volcano plot showing how protein levels in the ‘nuclear soluble’ fraction change during the first 24 hr of myogenic differentiation. Each data point colored to represent their transcriptional change during the same time frame. (**D**) Zoomed-in view of the dotted square in (**C**). Figure 3—source data 1.Unprocessed gel images.

In the ‘nuclear soluble’ fraction, there were 236 proteins that increased >fourfold in the first 24 hr. We grouped them by function/localization (Figure 4A). All focal adhesion proteins but tensins became significantly more nuclear as expected. Several α/β-tubulin isoforms and microtubule regulators displayed similar behavior. Interestingly, Tppp3 (Tubulin polymerization promoting protein family member 3), which has been reported to localize to nucleolar fibrillar center (the Human Protein Atlas; HPA047629), was the top hit in this group. Another noticeable group was Annexin A’s. Among them is Annexin A2, which is an NES-containing protein that becomes more nuclear in genotoxic condition and mitigates DNA damage. The nuclear level of S100a10, an Annexin A2 interactor, increased sharply as well (Figure 3D). We also find that several mitochondrial enzymes, but not ATP synthase or TIM/TOM complex subunits barring Tomm34, accumulate in the nucleus. A subset of the Krebs cycle enzymes has been reported to enter the nucleus during embryogenesis (Nagaraj et al., 2017), and we find the same in myogenic differentiation. Lastly, the nuclear levels of most E3 ligases and proteasome subunits remain relatively stable, but there were a few exceptions such as Itch, Ufl1, Psme1, and Psmb3.

**Figure 4.**
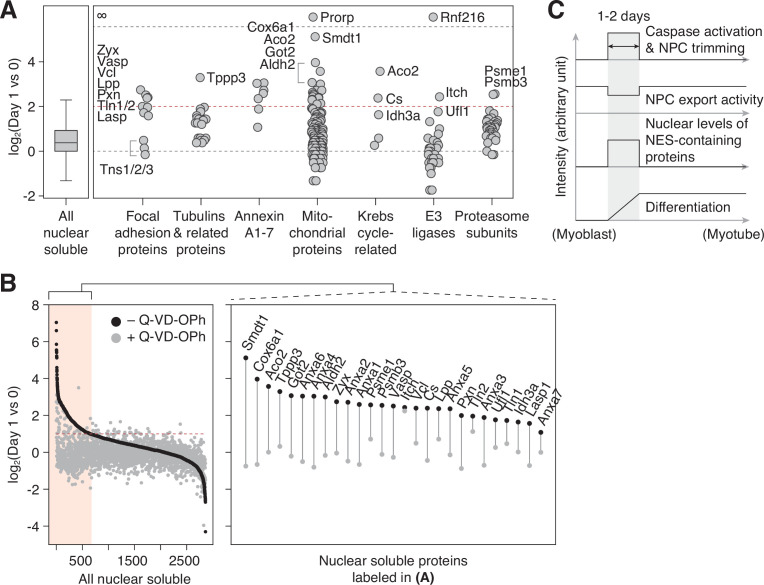
NPC trimming accompanies nuclear accumulation of cytoplasmic, plasma membrane, and mitochondrial proteins. (**A**) Protein groups detected in the ‘nuclear soluble’ fraction. Red dotted line: y=2. (**B**) Protein level change in the ‘nuclear soluble’ fraction when C2C12 cells are differentiated with or without 30 μM Q-VD-OPh. Red dotted line: y=1. Data points for proteins labeled in (**A**) are shown in the right box. (**C**) Visual summary of multiple events that take place during myoblast-to-myotube transition.

In addition to caspase-mediated NPC trimming, other mechanisms could increase the nuclear level of a protein during myogenesis. Our color-mapped volcano plot shows that most transcriptionally upregulated proteins (red data points in Figure 3C and D) become more abundant in the nucleus, demonstrating that enhanced synthesis is another major factor. Enhanced nuclear import and/or stability can be involved as well. To determine the contribution of NPC trimming to a given translocation event, one would need to generate five caspase-resistant Nups, which for technical reasons is impractical. Our alternative approach was to pharmacologically inhibit caspases during differentiation and test if the influx/retention of non-nuclear proteins is mitigated. Out of 700 proteins that show >twofold increase in the nuclear level during the first 24 hr (area shaded in red in Figure 4B), all but four display less increase when caspases are inhibited. This is in line with our view that NPC trimming plays a key role in shaping the nuclear proteome (Figure 4C). In sum, our data (1) illustrates that the nuclear proteome changes dramatically and rapidly in response to the myogenic signal, (2) reveals the importance of protein translocation in cell differentiation, and (3) provides a fresh list of proteins that have been overlooked in the context of myotube formation.

### NPC trimming occurs after survivin downregulation and before myogenin upregulation

We find that caspase-mediated NPC trimming (Figure 5A) coincides with a rapid nuclear proteome change. We next wanted to pinpoint the timing of this event. Cell cycle exit is one of the earliest events in myogenesis. Survivin is a chromosomal passenger complex subunit that is highly expressed in G2/M phase but rapidly downregulated in early G1 (Li et al., 1998). In differentiating C2C12 cells, survivin downregulation precedes caspase-3 activation, indicating that the latter occurs after the very last cell division and as cells enter G0 (Figure 5B). We then determined the timing of caspase-3 activation relative to the upregulation of myogenin, which marks the point-of-no-return. Both immunoblotting and immunstaining show that active caspase-3 arises before myogenin (Figure 5B and Figure 5—figure supplement 1A). Interestingly, cells can remain NPC-trimmed for a brief period after myogenin upregulation. We not only identified TprC^–^ Myog^–^ but also TprC^–^ Myog^+^ cells (Figure 5—figure supplement 1A). The presence of the latter signifies that nuclear import is functional even when NPCs are trimmed. The same transitory cell states appear in differentiating primary myoblasts (Figure 5—figure supplement 1B), demonstrating that this is not a C2C12-specific phenomenon. Caspase-3 is quenched by the time myosin heavy chain is expressed, that is, when cell-cell fusion occurs (Figure 5—figure supplement 1C). When myogenesis is accelerated by GFP-myogenin overexpression, caspase-3 is quenched a day earlier compared to the control condition (Figure 5—figure supplement 1C), signifying that a caspase-quenching pathway exists and is activated once myoblasts pass a certain differentiation stage. Figure 5C summarizes the order of mentioned events.

**Figure 5.**
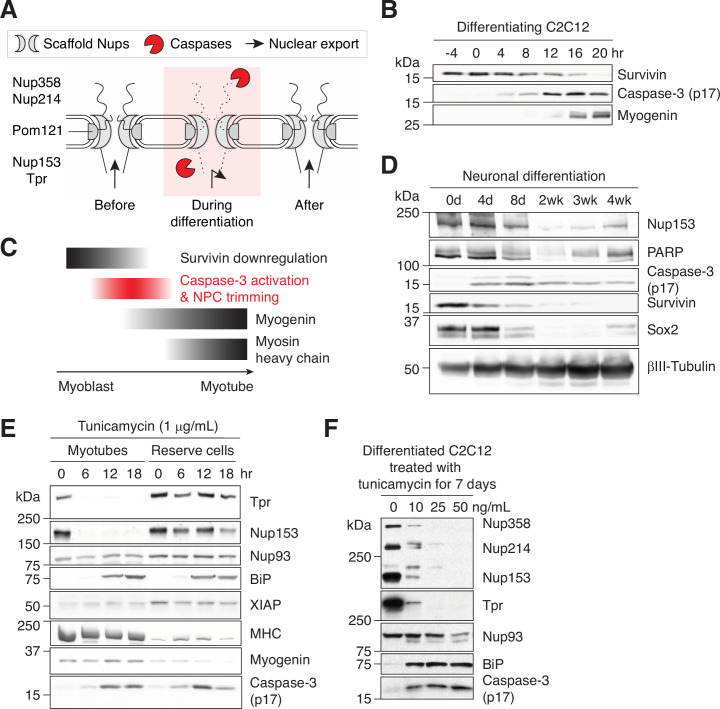
Caspase-mediated NPC trimming occurs during neurogenesis and ER stress. (**A**) Schematic representation of caspase-mediated NPC trimming. (**B**) Down-/up-regulation of survivin, caspase-3, and myogenin in differentiating C2C12 cells. (**C**) Relative timing of key events in myogenesis. (**D**) Expression levels of Nup153, PARP, active caspase-3, survivin, and neuronal differentiation markers (Sox2 and βIII-tubulin) were determined in differentiating neurons. (**E**) Acute ER stress induced using 1 μg/mL tunicamycin in C2C12 myotubes and reserve cells. The levels of Nups, BiP, XIAP, myosin heavy chain (MHC), myogenin, and active caspase-3 levels were monitored by immunoblotting. (**F**) Chronic ER stress was induced in differentiated C2C12 cells for 7 days using low doses of tunicamycin. Nups, BiP, and active caspase-3 levels were assessed. Figure 5—source data 1.Unprocessed gel images.

**Figure 5—figure supplement 1.**
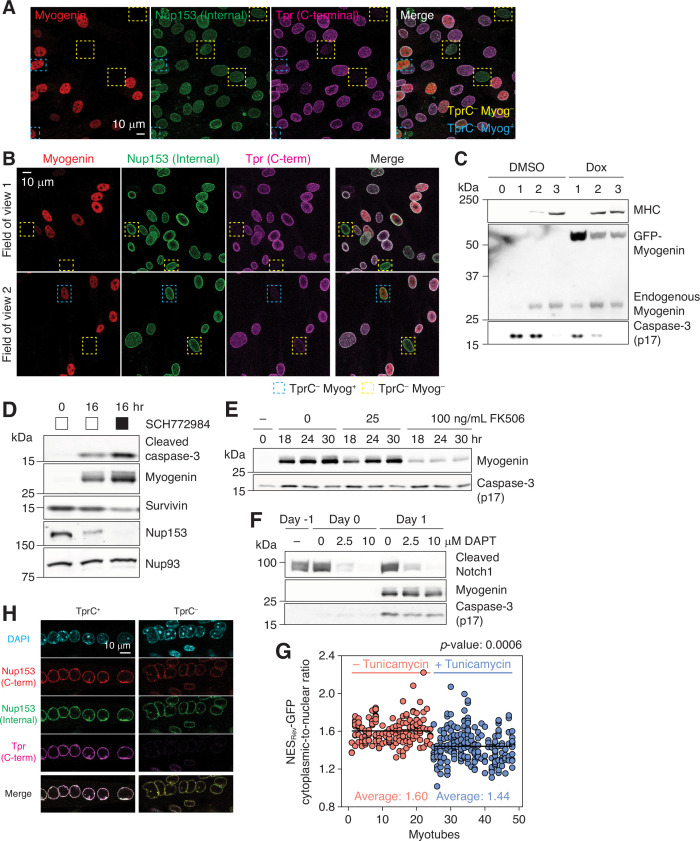
Activation of caspases and proteolysis of their substrates. (**A**) C2C12 cells that have undergone myogenic differentiation for 1 day were immunostained for myogenin, Nup153, and Tpr. In yellow and blue dashed boxes are myogenin-negative and -positive TprC^–^ cells, respectively. (**B**) Primary myoblasts were differentiated for 24 hr. Cells were immunostained for myogenin, Nup153, and Tpr. Two different fields of view are shown. Nuclei that lack Tpr C-terminal epitope are boxed in yellow (myogenin-negative) or blue (myogenin-positive). (**C**) C2C12 stable cell line that expresses GFP-myogenin in a doxycycline-dependent manner was differentiated in the absence or presence of 0.5 μM doxycycline (Dox). Myosin heavy chain (MHC), exogenous and endogenous myogenin, and active caspase-3 levels were determined by immunoblotting. (**D**) C2C12 cells were differentiated in the absence or presence of an ERK1/2 inhibitor (SCH772984, 1 μM). Expression levels of active caspase-3, myogenin, survivin, Nup153, and Nup93 were determined by immunoblotting. (**E**) Upregulation of myogenin and formation of caspase-3 p17 were evaluated in the presence of 0, 25, or 100 ng/mL FK506 by immunoblotting. (**F**) Immunoblots showing the expression levels of cleaved Notch1, myogenin, and active caspase-3 in C2C12 cells. DAPT was added at 0, 2.5, or 10 μM on day –1, and maintained throughout differentiation. (**G**) The cytoplasmic-to-nuclear ratio of NES-GFP was determined for myonuclei in 24 myotubes treated with DMSO (red) or tunicamycin (blue, 1 μg/mL for 24 hr). Each data point represents a myonucleus, and ones that share the same x values are from the same myotube. At least 3 myonuclei per myotube were quantified. (**H**) Myotubes were treated with 1 mg/mL tunicamycin for 24 hr, and immunostained for Nup153 and Tpr. Tpr C-terminal epitope was undetectable (TprC^–^) in 5–10% of the population.

We also checked whether caspase-3 activation, and hence NPC trimming, is affected by key signaling pathways involved in myogenesis: ERK1/2, calcineurin/NFAT, and Notch. ERK1/2 inhibition stimulates myogenesis by promoting cell-cycle exit as well as cell-cell fusion (Eigler et al., 2021). Consistently, we find that SCH772984, an ERK1/2 inhibitor, accelerates survivin downregulation, caspase-3 activation, Nup153 degradation, and myogenin induction (Figure 5—figure supplement 1D). When the nuclear translocation of NFAT was blocked by FK506, a calcineurin inhibitor, cells failed to upregulate myogenin as previously reported (Armand et al., 2008) but still activated caspase-3 (Figure 5—figure supplement 1E). This result illustrates that the calcineurin/NFAT pathway is orthogonal to the caspase-3 activation pathway. Lastly, DAPT, a γ-secretase inhibitor that blocks Notch intracellular domain release, neither affected myogenin upregulation nor caspase-3 activation (Figure 5—figure supplement 1F).

### NPC trimming occurs during neurogenesis and ER stress

We next asked whether caspase-mediated NPC trimming is an event that is specific to myogenesis, which results in huge, multinucleated cells, or represents a general phenomenon associated with cell differentiation. To test this, neural precursor cells were differentiated into post-mitotic neurons over 4 weeks, and caspase-related events were analyzed (Figure 5D). As in myogenic differentiation, survivin is highly expressed in precursor cells but undetectable in mature neurons, and the activation of caspase-3 and the proteolysis of Nup153 and PARP occurred concomitantly. This suggests that caspases play similar roles during neuronal differentiation, albeit over a longer duration.

Our results so far suggest that NPC trimming and resultant nuclear proteome change are parts of a well-orchestrated sequence of events during early stages of cell differentiation. Interestingly, however, the calpain/caspase activation cascade in differentiating myoblasts is reminiscent of that in unfolded protein response. We thus asked whether ER stress alone can trigger partial NPC disintegration. C2C12 myotubes and reserve cells (mononucleated population) were treated with 1 μg/mL tunicamycin (Figure 5E). Active caspase-3 arose in both cell types at comparable levels; however, in myotubes, Nup153 and Tpr were fully proteolyzed by 6 hours. The discrepancy can be attributed to XIAP. XIAP is the major caspase-inhibiting protein, and its level is significantly lower in myotubes at 0 hr. (XIAP in myotubes migrates faster than that in reserve cells during gel electrophoresis, possibly due to Ser87 dephosphorylation, which stabilizes XIAP Kato et al., 2011.) ER stress-induced NPC trimming exhibits multiple similarities to that during myogenesis: (1) NES_Rev_-GFP becomes more nuclear (Figure 5—figure supplement 1G), (2) 5–10% of myotubes become TprC^–^ while retaining Nup153 epitopes (Figure 5—figure supplement 1H), and (3) Nup93 remains unaffected, again illustrating that scaffold Nups are better protected from caspases (Figure 5E). Additionally, we tested whether low-level but sustained ER stress induces the same phenotype since tunicamycin treatment at the full dose may not be physiologically relevant. We maintained differentiated C2C12 cells at low doses of tunicamycin (<50 ng/mL) for a week (Figure 5F). As in differentiating myoblasts and acutely ER stressed-myotubes, the breakdown of Nup93 was minimal, whereas 4 peripheral Nups were noticeably degraded. In short, chronic ER stress forces the NPC to remain in the trimmed form for a prolonged period before apoptosis is triggered.

## Discussion

During apoptosis, the NPC is completely demolished by fully activated caspase-3. In differentiating cells, caspase-3 activation is sublethal, and it selectively targets NPC projections, that is, cytoplasmic filaments, nuclear basket, and Pom121 pore-side domain (Figure 6). Caspase-mediated NPC trimming is a reversible process that transiently impairs nuclear export. This phenotype is somewhat reminiscent of that of cells exposed to picornavirus 2 A protease, where Nup98 is selectively degraded from the NPC and mRNA/protein export is inhibited while nuclear import and passive permeability barrier remain mostly functional (Serganov et al., 2022).

**Figure 6.**
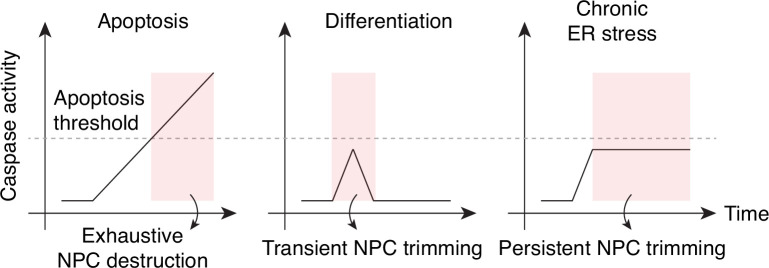
Caspase activation and NPC proteolysis patterns in apoptosis, cell differentiation, and chronic ER stress.

**Figure 6—figure supplement 1.**
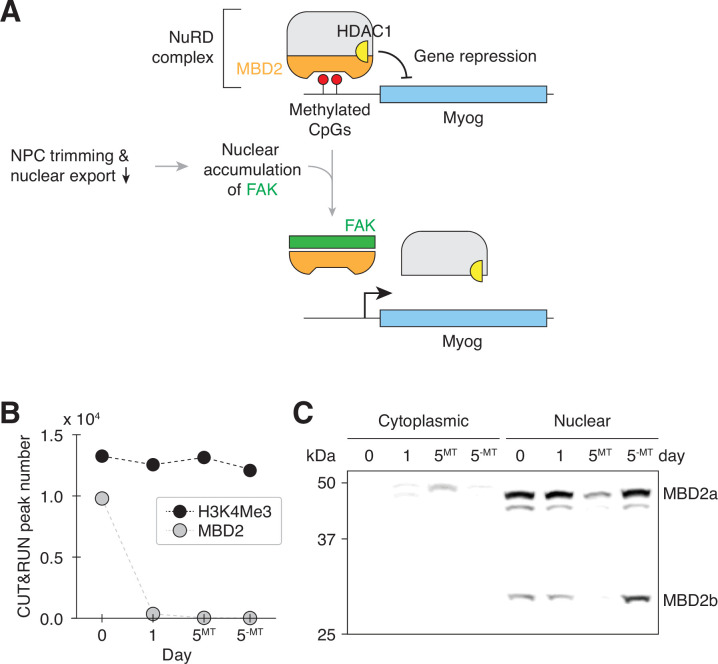
Transient nuclear accumulation of FAK resets MBD2-mediated genome regulation during myogenesis. (**A**) NPC trimming is upstream of FAK-mediated MBD2 genome-binding reset event. (**B**) The number of MBD2 and H3K4Me3 CUT&RUN peaks in differentiating C2C12 cells. (**C**) Cytoplasmic and nuclear levels of MBD2 in differentiating C2C12 cells were determined by western blotting. Twenty μg of protein was loaded per lane.

NPC trimming coincides with the nuclear influx/retention of non-nuclear proteins. Why do differentiating cells need non-nuclear proteins in the nucleus? While it will require multiple follow-up studies to answer this question, NPC trimming provides an explanation to one key event in myogenesis whose most upstream trigger remained unknown. The nuclear level of FAK, a focal adhesion protein with both nuclear export and localization signals, was previously shown to surge during myogenesis to remove MBD2 – the main component of the gene-repressing NuRD (nucleosome remodeling and deacetylation) complex – from methylated CpGs within the *Myog* promoter (Figure 6—figure supplement 1A; Luo et al., 2009). In other words, nuclear FAK de-represses *Myog*. Nevertheless, how FAK rapidly translocates into the nucleus in differentiation myoblasts has remained unclear. We here show that caspase-mediated NPC trimming impairs its export from the nucleus during myogenic differentiation. In line with this model, we find that the loss of MBD2-genome binding occurs within 24 hr as FAK becomes nuclear and precedes the degradation of MBD2 protein itself during myogenesis (Figure 6—figure supplement 1B and C). Of note, in mechanically stressed cells, it is well-established that focal adhesion proteins quickly translocate to the nucleus to function as transcription co-factors and induce rapid gene expression changes necessary for stress resolution (Hervy et al., 2006). It is possible that this modus operandi has been adapted for cell differentiation.

In addition, we find in the nucleus diverse classes of proteins that have been linked to DNA damage response, such as Annexin A2, E3 ligases (Itch and Ufl1), and proteasome subunits (Psmb3) (Chang et al., 2019; Jacquemont and Taniguchi, 2007; Madureira et al., 2012; Qin et al., 2019). This is in line with the fact that DNA damage/repair is required for myogenesis (Al-Khalaf et al., 2016). Multiple mitochondrial proteins enter the nucleus as well, hinting that nuclear-mitochondrial communication plays a role myogenic differentiation (Soledad et al., 2019).

NPC trimming might also be anNPC-genome interaction reset mechanism. It is well established that NPC-genome interaction (1) is cell type-specific, (2) is reconfigured during differentiation, and (3) regulates cell identity genes (Cho and Hetzer, 2020; Ibarra et al., 2016; Jacinto et al., 2015; Labade et al., 2021; Liang et al., 2013). Transient proteolysis of the nuclear basket can be an elegant reinitialization mechanism. This is an interesting hypothesis to test in the future.

In the context of acute ER stress, NPC trimming might be a stress-comping mechanism that curtails mRNA export and reduces the protein synthesis/folding load. However, if ER stress becomes chronic and caspases linger for a prolonged period, it can jeopardize cellular homeostasis as nuclear levels of NES-containing proteins will remain abnormally high. Our quantitative, subcellular fraction mass spectrometry workflow (Figure 3A) can be employed to examine the nuclear proteome change during chronic ER stress.

The present study establishes caspase-mediated NPC trimming as a key event in cell differentiation and stress response. It also points to the idea that exhaustive NPC disintegration during apoptosis may simply be an extreme version of this phenomenon. In fact, some consider apoptosis as a radical form of caspase-mediated cellular transformation (Burgon and Megeney, 2018; Connolly et al., 2014), and our results suggest that time is ripe to reassess the death-centric view of caspases.

## Materials and methods

### Cell lines

C2C12 cells were obtained from ATCC, and HEK293T cells, from the Salk Stem Cell Core Facility. The identity of both cell lines has been authenticated by ATCC, and we have confirmed that both cell lines are negative for mycoplasma. H9 embryonic stem cells, from the Gage lab (the Salk Institute); and mouse primary myoblasts, from the Alessandra Sacco lab (Sanford Burnham Prebys).

### Immunoblot techniques

Cultured cells were washed with phosphate-buffered saline (PBS) and harvested by trypsinization. Cell pellet was washed with PBS, and lysed in RIPA buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1% Triton X100, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulfate) containing protease and phosphatase inhibitors (Pierce Protease Inhibitor Mini Tablet, EDTA-free, Thermo Scientific; PhosSTOP, Roche) for 45 min at 4 °C. Insoluble material was pelleted at 16,000 x *g* at 4 °C for 20 min. Fifteen to –30 μg of total protein per sample were added 6 x Laemmli sample buffer, boiled for 4 min, and loaded on a Tris or Bis-tris gel for electrophoresis. Proteins were transferred to a nitrocellulose membrane and stained with Ponceau S solution to confirm equal protein loading and successful transfer (**Source Data File 1**). After washing with Tris-buffered saline containing 0.05% (w/v) Tween 20 (TBST) several times, the membrane was blocked with 5% non-fat milk power in TBST for an hour at room temperature, and subsequently immunoblotted at 4 °C overnight with primary antibodies listed in Supplementary file 2a. Chemiluminescent detection was conducted using either SuperSignal West Pico or Femto kits (Thermo Scientific) after 45-min incubation with secondary antibodies listed in Supplementary file 2b at room temperature. Western blot images were obtained using KwikQuant Imager (Kindle Biosciences) or Odyssey CLx (LI-COR).

### Cloning

In-fusion cloning was performed using the In-Fusion HD EcoDry Cloning Plus kit (Takara), and standard cut-and-paste cloning using T7 DNA ligase (New England Biolabs). NES_Rev_: LPPLERLTL. NES_PKI_: LALKLAGLDI. See Supplementary file 2c for more details.

### Cell culture

C2C12 cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 20% fetal bovine serum and penicillin-streptomycin. For myogenic differentiation, they were grown to confluency, washed with PBS twice, and added DMEM with 2% horse serum and the same antibiotics. C2C12 differentiation medium was replenished every 24 or 48 hr. After 120 hr, mature myotubes and reserve cells were obtained. Myotubes were harvested with minimal contamination of reserve cells by mild trypsinization (1:3 or 1:4 dilution of trypsin in PBS). 

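Myotubes and reserve cells separated by mild trypsinization differed in their marker transcripts, with muscle genes higher in myotubes and genes of extracellular matrix, Notch signalling and cell division higher in reserve cells. Of 35 sarcomere genes, 34 were higher in myotubes and none was lower, with a median log2 fold change over reserve cells of 2.03. Acta1, skeletal muscle actin (chromosome 8 of mm10), stood at 8186 ± 19.7 CPM in myotubes, 2546 ± 15.7 in reserve cells and 52.8 ± 1.10 in myoblasts (SD, n = 2 each), a log2 fold change of 1.68 between myotubes and reserve cells (SE 0.0313, adjusted p = 2.7e-13 from edgeR). All 14 muscle metabolism genes were higher (median 2.27), as were 24 of 25 coupling and neuromuscular junction genes (median 1.78), among them Pygm, muscle glycogen phosphorylase, at 2.27 and the calcium pump gene Atp2a1 at 2.25. Camera gave these lists adjusted p = 1.5e-26, 1.6e-10 and 1.6e-16, or adjusted p = 0.0368, 0.0596 and 0.0368 with an estimated correlation.

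Of 24 tested extracellular matrix and fibroblast genes, 22 were lower in myotubes, with a median of −2.29, and only Timp2, picked out after its value was seen, was higher (0.45). Fn1, fibronectin (chromosome 1), stood at 2833 ± 122 CPM in myotubes and 14350 ± 365 CPM in reserve cells, a log2 fold change of −2.34 (SE 0.0351, adjusted p = 1.0e-13 from edgeR). The fibrillin gene Fbn1 was at −2.60 and the collagen gene Col3a1 at −2.43. Of 19 quiescence and Notch genes, 15 were lower and none higher in myotubes (1 higher when adjusted over the list alone), with a median of −1.45. Notch3 was at −2.59 and Notch2 at −1.64. Pax7, the satellite cell transcription factor gene (chromosome 4), stood at 9.99 ± 1.75 CPM in myotubes and 63.4 ± 2.97 CPM in reserve cells, a log2 fold change of −2.66 (SE 0.112, adjusted p = 3.2e-10 from edgeR). Of 30 S phase and mitosis genes, 29 were lower (median −2.15), Top2a at −2.35. Acta1, Pygm and Pax7 were picked out after their values were seen, among the 4 members of their lists with the smallest adjusted p. Camera gave these lists adjusted p = 2.2e-16, 1.1e-05 and 8.0e-14, or adjusted p = 0.0368, 0.0765 and 0.0368 with an estimated correlation.

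Of 13 mitochondrially encoded genes, 12 were higher in myotubes (13 when adjusted over the list alone), with a median of 1.55 (camera adjusted p = 4.5e-09, or adjusted p = 0.0535 with an estimated correlation). Of 19 immediate early genes, a list of the response to dissociation, 12 were lower, such as Egr1 (−1.42), Fosl1 (−2.72) and Junb (−0.77), and Egr3 (1.19) and Nr4a1 (1.25) were higher in myotubes (camera adjusted p = 6.8e-03, or adjusted p = 0.324 with an estimated correlation). Nr4a1 was picked out after its value was seen.

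Among 7412 genes with at least 20 CPM in myotubes and replicates within 2-fold, the highest log2 fold change over reserve cells was 3.32 (mt-Nd4l), and among 7744 such genes of reserve cells the highest over myotubes was 3.13 (Tgfbr3). Between myotubes and myoblasts, 191 of 7323 such genes exceeded 3.5. In all, 8739 genes differed between myotubes and reserve cells, 4272 higher and 4467 lower in myotubes. With library totals in place of TMM the median log2 fold change of all genes moved to −0.21 and 34.3% of the changed genes were higher in myotubes in place of 48.9%.

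**Figure D2:**
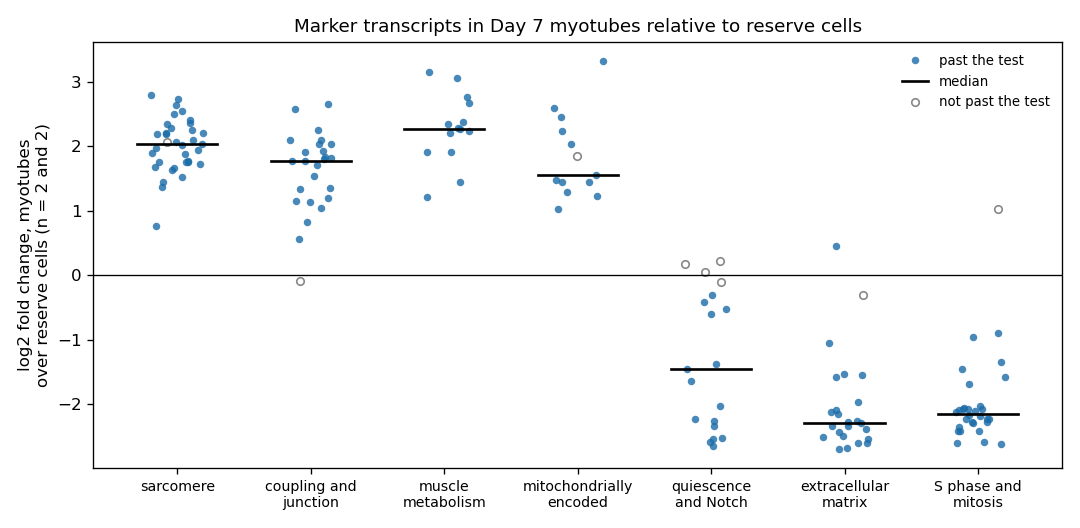
Log2 fold change of Day 7 myotubes over Day 7 reserve cells for the members of 7 gene lists, 1 point per gene with the list's median as a bar and open points for genes that did not pass edgeR's test. Muscle and mitochondrially encoded genes lie mostly above 0, and quiescence, extracellular matrix and S phase genes mostly below.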

We want to note that the exact timing and duration of caspase activation, and thus NPC trimming, varies depending on cell confluency, culture substrate, growth area-to-medium volume ratio, passage number, etc. Compare Figure 1A and Figure 1—figure supplement 1B. Typically, caspase activity peaks at 16–24 hr after inducing myogenesis, and is fully quenched by 32–60 hr in differentiating C2C12 cells. H9 embryonic stem cells were differentiated to neural precursor cells using a previously published method (Marchetto et al., 2017). Purified neural precursor cells were cultured in neurogenic conditions (DMEM/F12 based medium with 1x N2, 1 x B27, 20 ng/mL GDNF, 20 ng/mL BDNF, 1 mM cAMP, and 200 nM ascorbic acid) for 4 weeks to generate mature post-mitotic neurons.

### C2C12 cell fractionation

Cells were harvested by trypsinization, washed with PBS, and chilled on ice. Cells were then lysed in ice-cold 0.1% NP40 in PBS, and rotated at 4 °C for 10 min. Nuclei were pelleted by centrifugation at 500 x *g* at 4 °C for 4 min, and the supernatant (cytoplasmic fraction) was transferred to a fresh tube and stored at –80 °C until use. Nuclei were again resuspended in ice-cold 0.1% NP40 in PBS, rotated at 4 °C for 5 min, and pelleted at 500 x *g* at 4 °C for 4 min. The supernatant was discarded, and the pellet (nuclear fraction) was stored at –80 °C until use or further fractionated into ‘nuclear soluble’ and ‘nuclear insoluble’. To obtain the former, nuclei were added 3 mM EDTA, 0.2 mM EGTA, and 0.2 mM DTT, and rotated at 4 °C for 45 min. Hypotonically lysed nuclei were centrifuged at 1700 x *g* at 4 °C for 5 min, and the supernatant was transferred to a fresh tube (‘nuclear soluble’). Lysed nuclei were washed once with the same buffer, and then further extracted using RIPA buffer at 4 °C for 45 min. DNA-wrapped histones were pelleted at 16,000 x *g* at 4 °C for 20 min, and the supernatant was transferred to a fresh tube (‘nuclear insoluble’).

### Lentivirus packaging, infection, and selection

Third-generation lentiviral protocol was followed to produced virus in HEK293T cells. C2C12 cells were infected with viral supernatant at 30–40% confluency in the presence of 6 μg/mL polybrene for 24 hours, and selected 24 hr after infection with 1 mg/mL puromycin.

### RNA fluorescence in situ hybridization (FISH)

C2C12 cells were grown on a No. 1.5 coverslip placed in a 12-well cell culture plate. After removing media, cells were washed with PBS, and fixed in 3.7% paraformaldehyde in PBS for 10 min at room temperature. Fixed cells were washed with PBS twice and permeabilized in 70% (vol/vol) ethanol at 4 °C for at least a day. We then followed Stellaris RNA FISH protocol for adherent cells (https://www.biosearchtech.com/support/resources/stellaris-protocols) to fluorescently visualize RNAs. Fluorescent images were obtained using a Leica SP8 confocal microscope equipped with a 63 x oil-immersion objective. Images were cropped and pseudocolored using FIJI. See Supplementary file 2d for RNA FISH probes used in this study.

### Immunofluorescence

C2C12 cells and mouse primary myoblasts were grown on a chambered cell culture slide (Ibidi). For the latter, slides were coated with Matrigel prior to seeding. Cells were fixed in PBS containing 2% paraformaldehyde for 10 min at room temperature, and washed with PBS 3 times. Fixed cells were permeabilized and blocked in immunofluorescence buffer (PBS containing 0.1% Triton-X, 0.02% sodium dodecyl sulfate, and 10 mg/mL bovine serum albumin) for 30 min. The cells were then incubated with primary antibodies diluted in immunofluorescence buffer at room temperature for 2 hr, washed three times with immunofluorescence buffer, and incubated with the appropriate secondary antibodies diluted in immunofluorescence buffer at room temperature for 45 min. Finally, the cells were washed with immunofluorescence buffer three times, and added VECTASHIELD antifade mounting medium with DAPI (Vector Laboratories). Fluorescent images were obtained using a Leica SP8 confocal microscope equipped with a 63 x oil-immersion objective. Images were cropped and pseudocolored using FIJI. See Supplementary file 2a and b for antibodies used for immunofluorescence.

### Poly(A)^+^ RNA quantification

Poly(A)^+^ RNA was isolated from nuclei and whole cells (see C2C12 cell fractionation above) using the Magnetic mRNA Isolation Kit (New England Biolabs). Two rounds of binding, washing, and elution were performed. Eluted RNA was quantified via Qubit RNA HS Assay (Invitrogen).

### Proximity ligation assay

Proximity ligation assay was performed using a Duolink in situ Red Starter Kit Mouse/Rabbit (Sigma). Following antibodies were used: FAK (BD Biosciences 610087), MBD2 (Sigma M7318), Hic-5 (BD Biosciences 611164), androgen receptor (Novus Biologicals NBP2-67497).

### Dextran exclusion assay

Twenty, 40, and 65–85 kDa dextrans (Sigma, FD20S/FD40S/T1162) were dissolved in ‘Transport Buffer (TB)’ (20 mM HEPES (pH 7.3), 110 mM potassium acetate, 5 mM sodium acetate, 1 mM EGTA, and 2 mM DTT) at 10 mg/ml. Degradation products were removed using 10 and 30 kDa-cutoff size exclusion columns (Millipore UFC501096/UFC503096). Dextran stock solutions were diluted in TB 1:50 to 1:200 prior to use. C2C12 cells seeded in a chambered cell culture slides were incubated with TB supplemented with 20 μg/ml digitonin for 5 min at room temperature, washed with TB (without digitonin) three times, and added dextrans. After 7.5 min at 37 °C, images were acquired using a Leica SP8 confocal microscope equipped with a 63 x oil-immersion objective. Images were cropped and pseudocolored using FIJI.

### mRNA-sequencing

One to 2 million C2C12 cells were lysed in 1 ml TRIzol. 0.4 ml chloroform was added and vigorously shaken for RNA extraction. The aqueous phase was transferred to a fresh tube, and one volume of 70% ethanol was added dropwise while vortexing at the lowest speed at room temperature. The mixture was purified using RNeasy Mini kit (Qiagen) to yield several hundred ng/μL total RNA. mRNA-sequencing was performed in paired-end 150 base pair mode on the Illumina NovaSeq 6000 platform. Paired-end fragments were mapped to mm10, filtered, and assembled into transcripts using HISAT2 (Kim et al., 2019), SAMtools (Li et al., 2009), and StringTie (Pertea et al., 2015). Differential expression was evaluated using DESeq2 (Love et al., 2014), and further analyzed with in-house python scripts.

### Mass spectrometry

Samples were precipitated by methanol/chloroform and redissolved in 8 M urea/100 mM TEAB, pH 8.5. Proteins were reduced with 5 mM tris(2-carboxyethyl)phosphine hydrochloride (TCEP, Sigma-Aldrich) and alkylated with 10 mM chloroacetamide (Sigma-Aldrich). Proteins were digested overnight at 37 °C in 2 M urea/100 mM TEAB, pH 8.5, with trypsin (Promega). The digested peptides were labeled with 10-plex TMT (Thermo product 90309, lot VI307195B), pooled samples were fractionated by basic reversed phase (Thermo 84868).

The TMT-labeled lysate samples were analyzed on a Orbitrap Eclipse mass spectrometer (Thermo). Samples were injected directly onto a 25 cm, 100 μm ID column packed with BEH 1.7 μm C18 resin (Waters). Samples were separated at a flow rate of 300 nL/min on an EasynLC 1200 (Thermo). Buffer A and B were 0.1% formic acid in water and 90% acetonitrile, respectively. A gradient of 1–25% B over 100 min, an increase to 40% B over 20 min, an increase to 100% B over 10 min and held at 100% B for a 10 min was used for a 140 min total run time.

Peptides were eluted directly from the tip of the column and nanosprayed directly into the mass spectrometer by application of 2.5 kV voltage at the back of the column. The Eclipse was operated in a data dependent mode. Full MS1 scans were collected in the Orbitrap at 120 k resolution. The cycle time was set to 3 s, and within this 3 s the most abundant ions per scan were selected for CID MS/MS in the ion trap. MS3 analysis with multinotch isolation (SPS3) was utilized for detection of TMT reporter ions at 60 k resolution (McAlister et al., 2014). Monoisotopic precursor selection was enabled and dynamic exclusion was used with exclusion duration of 60 s.

Protein and peptide identification were done with Integrated Proteomics Pipeline – IP2 (Integrated Proteomics Applications). Tandem mass spectra were extracted from raw files using RawConverter (He et al., 2015) and searched with ProLuCID (Xu et al., 2015) against Uniprot mouse database. The search space included all fully-tryptic and half-tryptic peptide candidates. Carbamidomethylation on cysteine and TMT on lysine and peptide N-term were considered as static modifications. Data was searched with 50 ppm precursor ion tolerance and 600 ppm fragment ion tolerance. Identified proteins were filtered to using DTASelect (Tabb et al., 2002) and utilizing a target-decoy database search strategy to control the false discovery rate to 1% at the protein level (Peng et al., 2003). Quantitative analysis of TMT was done with Census (Park et al., 2014) filtering reporter ions with 20 ppm mass tolerance and 0.6 isobaric purity filter.

### Quantification and statistical analysis

Statistical analyses for Figures 1E, 2D and G, Figure 1—figure supplement 3G, and Figure 5—figure supplement 1G were performed using GraphPad Prism.

## Data Availability

RNA-sequencing data have been uploaded to the Gene Expression Omnibus (GEO) database (NCBI) under accession number GSE183521. The following dataset was generated: ChoUH HetzerMW 2021mRNA-sequencing of C2C12 myoblasts, myotubes, and reserve cellsNCBI Gene Expression OmnibusGSE183521

# Supplementary material for: Caspase-mediated nuclear pore complex trimming in cell differentiation and endoplasmic reticulum stress
**Source:** eLife. 2023 Sep 4;12:RP89066. doi: 10.7554/eLife.89066
**Supplement:** Supplementary file 2. — (a) Primary antibodies used in this study (b) Secondary antibodies used in this study (c) Plasmids used in this study (d) RNA FISH probes used in the study (e) Chemicals used in this study

**Supplementary File 2a. Primary antibodies used in this study**

| **Antigen group** | **Antigen** | **Host** | **Clonality** | **Application** | **Dilution** | **Source** |
| --- | --- | --- | --- | --- | --- | --- |
| Nups | Tpr | Rabbit | Polyclonal | Western blot | 1:1000 | Abcam (ab84516) |
|  |  |  |  | Immunofluorescence | 1:300 |  |
|  |  | Mouse | Monoclonal | Immunofluorescence | 1:200 | Santa Cruz (sc-271565) |
|  | Nup358  Nup214  Nup153  Nup62 | Mouse | Monoclonal | Western blot | 1:4000 | Covance (MMS-120R) |
|  |  |  |  | Immunofluorescence | 1:500 |  |
|  | Nup153 | Mouse | Monoclonal | Immunofluorescence | 1:3 | In-house (SA1) |
|  |  | Rat | Monoclonal | Immunofluorescence | 1:300 | Abcam (ab81463) |
|  | Nup96 | Rabbit | Monoclonal | Western blot | 1:1000 | Abcam (ab124980) |
|  | Nup93 | Mouse | Monoclonal | Western blot | 1:200 | Santa Cruz (sc-81343) |
|  | Nup50 | Rabbit | Monoclonal | Western blot | 1:1000 | Abcam (ab151567) |
|  | ELYS | Rabbit | Polyclonal | Western blot | 1:1000 | In-house |
|  | Nup205 | Rabbit | Polyclonal | Western blot | 1:500 | In-house |
|  | Nup188 | Rabbit | Polyclonal | Western blot | 1:1000 | Bethyl Laboratories (A302-323A) |
|  | Nup160 | Rabbit | Polyclonal | Western blot | 1:500 | In-house |
|  | Nup155 | Guinea Pig | Polyclonal | Western blot | 1:1000 | In-house |
|  | Nup85 | Rabbit | Polyclonal | Western blot | 1:500 | In-house |
|  | Sec13 | Rabbit | Polyclonal | Western blot | 1:500 | In-house |
|  | Nup37 | Rabbit | Polyclonal | Western blot | 1:500 | In-house |
|  | Pom121 | Rabbit | Polyclonal | Western blot | 1:1000 | Invitrogen (PA5-36498) |
|  |  |  |  | Immunofluorescence | 1:300 |  |
| Caspases | Caspase-3 | Rabbit | Polyclonal | Western blot | 1:1000 | Cell Signaling Technology (9661) |
|  | Caspase-9 | Rabbit | Polyclonal | Western blot | 1:1000 | Cell Signaling Technology (9504) |
|  | Caspase-12 | Rat | Monoclonal | Western blot | 1:200 | Santa Cruz (sc-21747) |
| IAPs | XIAP | Rabbit | Polyclonal | Western blot | 1:1000 | Cell Signaling Technology (2042) |
|  | Survivin | Rabbit | Monoclonal | Western blot | 1:1000 | Cell Signaling Technology (2808) |
| Differentiation-  related | Cleaved Notch1 | Rabbit | Monoclonal | Western blot | 1:1000 | Cell Signaling Technology (4147) |
|  | Myogenin | Mouse | Monoclonal | Western blot | 1:1000 | BD Biosciences (556358) |
|  |  |  |  | Immunofluorescence | 1:200 |  |
|  | Myosin heavy chain | Mouse | Monoclonal | Western blot | 1:100 | In-house (MF20) |
|  | Sox2 | Rabbit | Polyclonal | Western blot | 1:1000 | Cell Signaling Technology (2748) |
|  | βIII-Tubulin | Rabbit | Polyclonal | Western blot | 1:5000 | Biolegend (802001) |
| ER stress | Bip | Rabbit | Monoclonal | Western blot | 1:1000 | Cell Signaling Technology (3177) |
| Caspase  substrates | PARP | Rabbit | Monoclonal | Western blot | 1:1000 | Cell Signaling Technology (9532) |
|  | αII-Spectrin | Mouse | Monoclonal | Western blot | 1:100 | Santa Cruz (sc-48382) |
| Cytoplasm &  nucleoplasm  markers | α-Tubulin | Mouse | Monoclonal | Western blot | 1:5000 | Sigma (T5168) |
|  | Lamin B1 | Mouse | Monoclonal | Western blot | 1:200 | Santa Cruz (sc-374015) |
|  | Fibrillarin | Chicken | Polyclonal | Western blot | 1:2000 | Novus Biologicals (NBP2-46881) |
| Focal adhesion  proteins | Hic-5 | Rabbit | Polyclonal | Western blot | 1:1000 | Proteintech (10565-1-AP) |
|  | Zyxin | Mouse | Monoclonal | Western blot | 1:1000 | R&D Systems (MAB6977) |
|  | Paxillin | Mouse | Monoclonal | Western blot | 1:1000 | Invitrogen (AHO0492) |
|  | FAK | Mouse | Monoclonal | Western blot | 1:1000 | BD Biosciences (610087) |
|  |  | Rabbit | Polyclonal | Western blot | 1:1000 | Cell Signaling Technology (3285) |
| Karyopherins | Crm1 | Mouse | Monoclonal | Immunofluorescence | 1:200 | BD Biosciences (611833) |
|  | Importin-α | Mouse | Monoclonal | Immunofluorescence | 1:1000 | Abcam (ab2811) |
|  | Importin-β | Rabbit | Polycloncal | Immunofluorescence | 1:200 | Novus Biologicals (NBP2-38482) |
| RNA polymerase | Phospho-Rbp1 (Ser5) | Rabbit | Monoclonal | Western blot | 1:1000 | Cell Signaling Technology (13523) |

**Supplementary File 2b. Secondary antibodies used in this study**

| **Antibody** | **Host** | **Clonality** | **Application** | **Dilution** | **Source** |
| --- | --- | --- | --- | --- | --- |
| HRP-conjugated anti-mouse IgG | Goat | Polyclonal | Western blot | 1:10,000 | Invitrogen (G-21040) |
| HRP-conjugated anti-rabbit IgG | Goat |  |  | 1:10,000 | Invitrogen (G-21234) |
| HRP-conjugated anti-rat IgG | Goat |  |  | 1:3,000 | Invitrogen (A10549) |
| HRP-conjugated anti-chicken IgY | Goat |  |  | 1:3000 | Invitrogen (A16054) |
| HRP-conjugated anti-guinea pig IgG | Goal |  |  | 1:3000 | Invitrogen (A18775) |
| IRDye800-conjugated  anti-mouse IgG | Donkey |  |  | 1:10,000 | Rockland Immunochemicals  (610-732-124) |
| Alexa Fluor 680-conjugated  Anti-rabbit IgG | Goat |  |  | 1:10,000 | Invitrogen (A-21109) |
| Alexa Fluor 647-conjugated  anti-mouse IgG | Donkey |  | Immunofluorescence | 1:1000 | Invitrogen (A-31571) |
| Alexa Fluor 568-conjugated  Anti-rabbit IgG | Goat |  |  | 1:1000 | Invitrogen (A-11036) |
| Alexa Fluor 488-conjugated  anti-rat IgG | Goat |  |  | 1:1000 | Invitrogen (A-11006) |

**Supplementary File 2c. Plasmids used in this study**

| **No.** | **Plasmid** | **Backbone** | **Insert** | **Insert PCR template** | **Insert PCR Primers (5’ to 3’)** | **Cloning method** |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | Doxycycline-inducible  GFP-myogenin | LT3GEPIR  (Addgene  111177) | Myogenin | GE Healthcare  Dharmacon, Inc.  MMM1013-202805422 | Forward: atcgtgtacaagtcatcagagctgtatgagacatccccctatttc  Reverse: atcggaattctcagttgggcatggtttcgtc | Backbone and insert cut with BsrG1 and EcoR1 were ligated  by T7 DNA ligase. |
| 2 | Doxycycline-inducible  GFP-myogenin |  | GFP-myogenin | Plasmid No. 1 | Forward: aagtcgagcttgcgttggatc  Reverse: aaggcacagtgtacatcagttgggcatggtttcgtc | PCR products were cloned into the backbone cut with BamH1 and EcoR1  by In-fusion cloning. |
|  |  |  | Bovine growth hormone Poly-A | N/A | Forward: actgatgtacactgtgccttctagttgcc  Reverse: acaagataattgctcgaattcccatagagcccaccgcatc |  |
| 3 | EF1α promoter  NES-eGFP | pEF1α-Tet3G | NES_Rev_-GFP  -IRES-Puro^r^ | Plasmid DNA and map available upon request | | |
| 4 |  |  | NES_PKI_-GFP  -IRES-Puro^r^ |  |  |  |

NES_Rev_: LPPLERLTL

NES_PKI_: LALKLAGLDI

**Supplementary File 2d. RNA FISH probes used in the study**

| **RNA target** | **Label** | **Source** | **Probe type** | **Sequence used to generate**  **Stellaris custom probe sets**  (NCBI reference sequence) |
| --- | --- | --- | --- | --- |
| 18S rRNA | Quasar 570 | Stellaris | Deoxyribonucleic acid | NR_003278.3^1^ |
| *Gapdh* mRNA | Quasar 670 |  |  | NM_008084.2 (ShipReady, SMF-3140-1) |
| Poly-A RNA | TYE563 | Qiagen | Locked nucleic acid (T_25_) |  |

**Supplementary File 2e. Chemicals used in this study**

| **Chemical** | **Function** | **Stock solution solvent** | **Stock solution concentration** | **Working concentration** | **Source** |
| --- | --- | --- | --- | --- | --- |
| Q-VD(OMe)-OPh | Pan-caspase inhibitor | DMSO | 30 mM | 30 μM | APExBIO Technology (A8165) |
| Z-LL-CHO | Pan-calpain inhibitor |  | 50 mM | 50 μM | Peptide Institute, Inc. (IZL-3178-v) |
| FK506 | Calcineurin inhibitor |  | 1 mg/ml | 0-100 ng/ml | Enzo Life Sciences (ALX-380-008) |
| DAPT | γ-Secretase inhibitor |  | 5 mM | 0-10 μM | Enzo Life Sciences (ALX-270-416) |
| Tunicamycin | ER stress inducer |  | 10 mg/ml | 0-1 μg/ml | Tocris (3516) |
| SCH772984 | ERK1/2 inhibitor |  | 10 mM | 1 μM | BioVision (B1682-5) |
| Doxycycline | Tetracycline transactivator activator | H_2_O | 1 mg/ml | 0-1000 ng/ml | Alfa Aesar (J60422) |
| Leptomycin B | Exportin-1 inhibitor | ethanol | 250 μM | 0-25 nM | BioVision (1814) |

**References**

1 Moor, A. E. *et al.* Global mRNA polarization regulates translation efficiency in the intestinal epithelium. *Science* **357**, 1299-1303 (2017).

# Supplementary material for: Caspase-mediated nuclear pore complex trimming in cell differentiation and endoplasmic reticulum stress
**Source:** eLife. 2023 Sep 4;12:RP89066. doi: 10.7554/eLife.89066

Staining levels were determined by densitometric analysis. Normalized against lanes marked with arrowheads.

Figure 1A

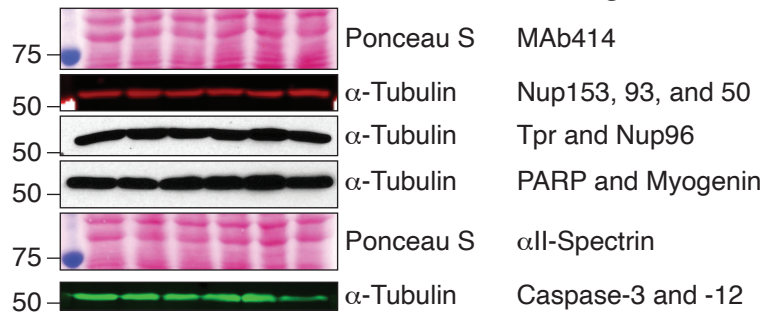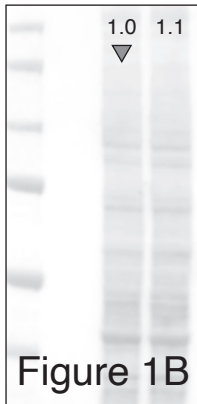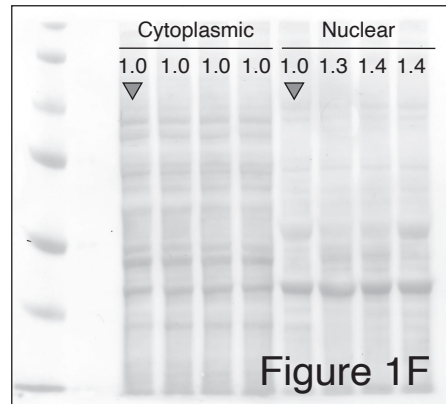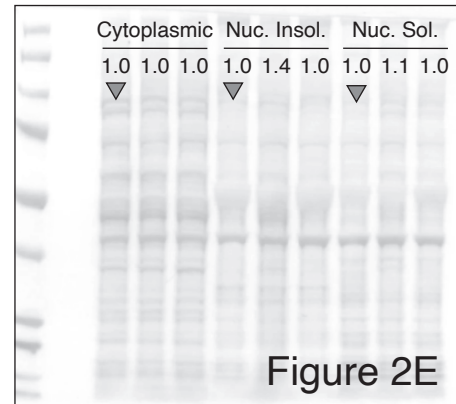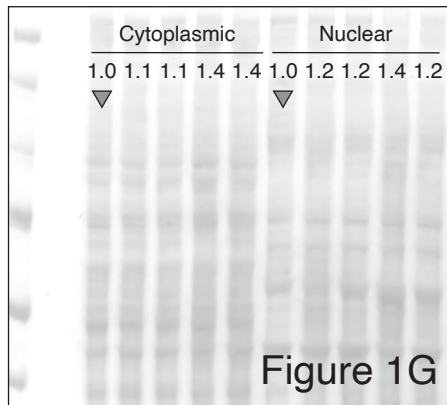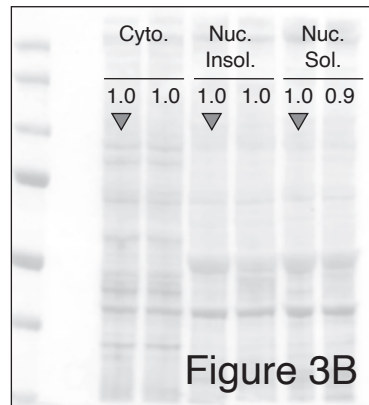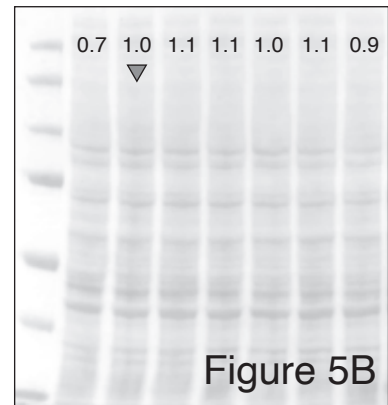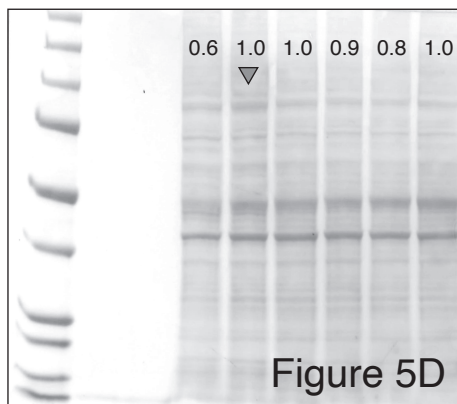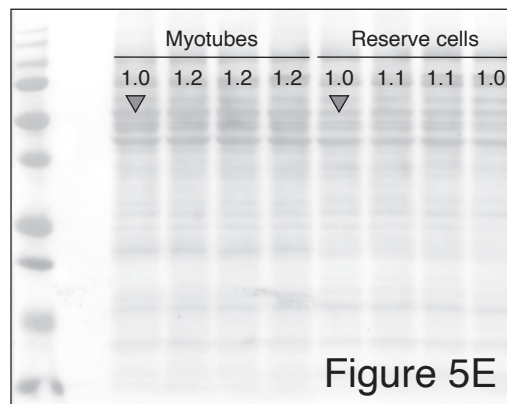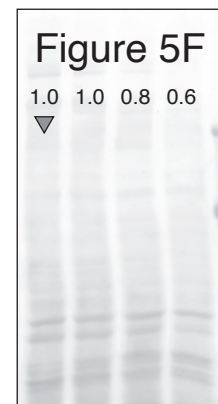

Ponceau S staining – Related to Supplementary Figures

Staining levels were determined by densitometric analysis. Normalized against lanes marked with arrowheads.

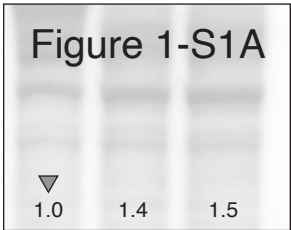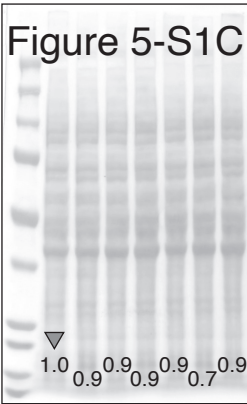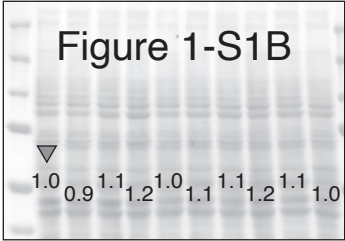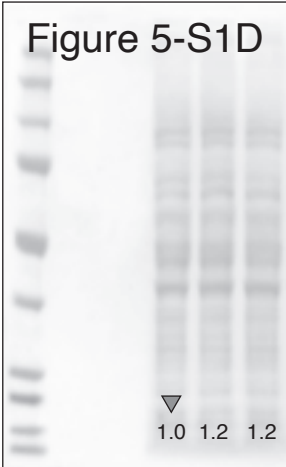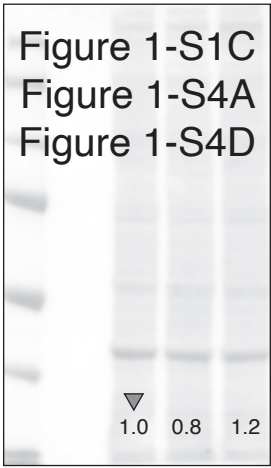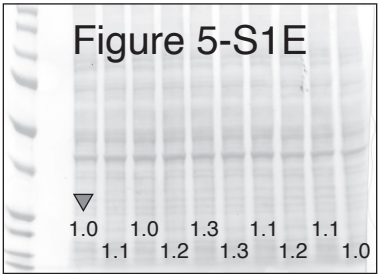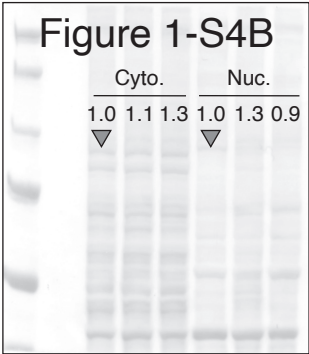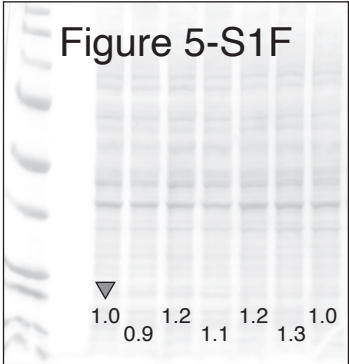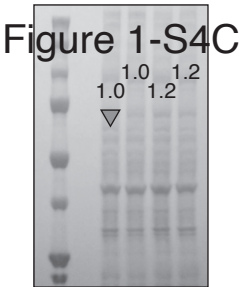

**Supplement:** Source data 1.

How the deposited data were processed for this re-analysis (not part of the article)

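RNA-seq of C2C12 cells was taken from 6 libraries, 2 each of myoblasts (Day 0), myotubes (Day 7) and reserve cells (Day 7). The authors aligned the reads to mm10 with HISAT2, processed the alignments with SAMtools and quantified transcripts with StringTie, and they deposited an estimated count for each transcript and library as whole numbers. The deposited table of the whole series covers the same libraries. Of its 855624 values, 665785 equal 2 times the estimated count and 189839 equal 2 times the estimated count less 1, and 0 have another relation, so this table carries no scaling for depth. The paper's methods name DESeq2 for differential expression. Versions of the authors' programs and the annotation release are not given in the sources used here. No column was left out, and no library was identical to another.

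Transcripts were paired with genes by transcript identifier, without its version, through GENCODE release M21 (GRCm38, the assembly of mm10). A total of 141374 of 142604 transcripts found a gene, and 1230 were tested under their own identifiers. Between 19318 and 20493 genes had a count in a library. The gene with the most counts was mt-Co1 in myoblasts and myotubes and Fn1 in reserve cells, and the 10 genes with the most counts took 5.19% to 8.85% of a library. In a principal component analysis of the 6 libraries, the leading component held 72.3% of the variance and the next 15.4%. The log2 CPM of replicates were correlated across genes with r = 0.981 in myoblasts, 0.976 in myotubes and 0.977 in reserve cells, where genes are not independent replicates.

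Myotubes against myoblasts, reserve cells against myoblasts and myotubes against reserve cells were compared with edgeR 4.0.16 in R 4.3.3 (filterByExpr with a minimum count of 10, TMM factors, glmQLFit and glmQLFTest on all 6 libraries), with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. A log2 fold change of at least 1 was also counted, and tested with glmTreat. Fold changes have 95% intervals. A fold against a group with 0 counts is a lower bound from 3 counts over the group, and a fold against 1 to 3 counts is a ratio with an interval that covers counting error only. Sets of genes were tested with camera in limma 3.58.1 on voom values, with the preset correlation of 0.01 and with an estimated correlation, adjusted over the lists of a comparison. Between myotubes and myoblasts the estimate lay below the preset for some lists (−0.016 for coupling) and above it for others (0.032 for sarcomere). A larger adjusted p with an estimated correlation is therefore not by itself a sign of correlated genes. Lists with fewer than 3 tested members got counts only.

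There were 37 lists. Of these, 6 hold Nups, by the substructures of Figure 1—figure supplement 2 and those degraded during myogenesis. The others are sarcomere, excitation-contraction coupling and neuromuscular junction, muscle metabolism, myogenic regulators and fusion, quiescence with satellite cell and Notch genes, S phase and mitosis, cell cycle inhibitors, caspases with their inhibitors and the Bcl-2 family, calpains, the unfolded protein response, nuclear transport receptors and Ran, nuclear lamina and envelope, the NuRD complex with MBD2, focal adhesion, annexin A, tubulin-related, TCA cycle, proteasome, extracellular matrix and fibroblast, markers of adipocytes, of osteoblasts and chondrocytes, of macrophages and leukocytes, of endothelial and of neural cells, interferon response, immediate early genes, cholesterol synthesis, mitochondrially encoded genes, nuclear-retained RNA, housekeeping and the genes the paper names. The study formed the focal adhesion, annexin A, tubulin-related and proteasome groups on mass spectrometry at day 1.

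The genes named in the text are the 30 Nups, Myog and Tuba1a, the genes whose products the paper names, and for each comparison the 10 genes with the largest increase and the 10 with the largest decrease in edgeR's fitted log2 fold change among genes past the threshold, with a mean of at least 10 CPM in a group, an official symbol and no overlap of CPM between the groups. Examples from a list are among its 4 members with the smallest adjusted p in the comparison, and which of these are named was in places chosen after their values were seen. Values of the Nups, Myog and Tuba1a in the heat map had been seen when this rule was written.

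The 10 main results were recomputed under 17 alternatives, which were DESeq2 1.42.0, factors by relative log expression (RLE), library totals, no filter, a filter at 10 CPM in 2 libraries, separate fits of the 4 libraries compared, the replicate number as a block, transcripts in place of genes, limma-trend on log2 of the series table with 1 or 10 added, each of the 6 libraries left out and mitochondrially encoded genes left out. The procedure was tested on simulated data with 200 changed genes at the depth and spread of these libraries. Scaling where many genes change was not tested in these simulated data. There, 13 of 14791 unchanged genes past the filter were called by edgeR and 95.5% of the 95% intervals held the true fold change. In camera, 1.5% of 200 unchanged lists had an unadjusted p under 0.05. Tables were prepared with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots with matplotlib 3.10.9. Splits of the samples into other groups were not counted, since the groups hold 2 libraries each. Mass spectrometry and imaging data of the study are not analysed here.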

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

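The tests chosen only after the result was seen are those over 49 muscle transcripts, the heterogeneity test over 15 muscle transcripts and both heterogeneity tests without uncertain genes, the muscle genes against matched lists, the limit on a carried share and the test of the gene model at Nup58, while the share of 15 muscle transcripts away from their median, the other scaling factors and the Nups against matched lists were set beforehand.

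The paper does not report on the reserve cell libraries. In edgeR, 7291 genes differed between reserve cells and myoblasts (3827 higher and 3464 lower, or 3375 and 4055 with library totals), and 8739 between myotubes and reserve cells. Of 29 tested Nups, 22 changed in reserve cells against myoblasts (4 higher and 18 lower, median −0.36, or 2 and 21 with library totals), and 20 differed between myotubes and reserve cells (4 higher and 16 lower in myotubes, median −0.24). With library totals 1 was higher and 19 lower in myotubes, and in limma-trend and on transcripts in place of genes 0 were higher. Nup210 had 47 and 69 counts in the reserve cell libraries, a ratio of 57.5-fold over myoblasts with a 95% counting interval of 15.6 to 481 (116 counts against 2) and a log2 fold change of 5.68 (SE 0.689, adjusted p = 1.5e-05 from edgeR). Between myotubes and reserve cells, the call for Nup210 (1.11, adjusted p = 0.0387 from edgeR) ended, among other settings, without myotube replicate 1 (0.73), without reserve cell replicate 1 (0.83), without reserve cell replicate 2 (1.42), in DESeq2, with library totals, with no filter, on transcripts in place of genes and in limma-trend. Of these, no filter came nearest to the threshold (adjusted p = 0.0501 from edgeR), and limma-trend with 1 added lay farthest from it (adjusted p = 0.367).

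Extracellular matrix genes changed in opposite directions in the cells of Day 7, with 18 of 24 lower in myotubes than in myoblasts (median −0.69) and 21 of 24 higher in reserve cells (median 1.27), and the difference itself, tested as myotubes against reserve cells, had a median of −2.29. For the fall in myotubes, camera gave adjusted p = 2.6e-04, or adjusted p = 0.153 with an estimated correlation. Cholesterol synthesis genes, which the paper does not discuss, were all higher in reserve cells than in myoblasts (18 of 18, median 2.23, camera adjusted p = 1.3e-16, or adjusted p = 0.0704 with an estimated correlation). In myotubes 17 of 18 were higher than in myoblasts. The paper's methods give fetal bovine serum for growth and a lower share of horse serum for differentiation. Medium and cell state therefore differ at once in comparisons with myoblasts, and the part of the medium was not tested.

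Muscle genes had high transcript levels in reserve cells, with 72 of 74 sarcomere, coupling and metabolism genes higher there than in myoblasts. Library scaling is argued against over lists matched on expression, since 0% of 10000 random lists had a median as high as that of the muscle genes (4.53, with 0.36 the highest of the random lists), while the 100% of members that stayed higher with library totals and with RLE factors decide nothing, because these factors moved the median of all genes by only 0.07. RNA carried over from myotubes as the only source cannot be told apart from expression by the reserve cells themselves, because the profile of myotubes left among them was not measured, and for 15 muscle transcripts that myoblasts lack, 0% lay away from their median ratio to myotubes of 16.8%, as carried RNA with the profile of the harvested myotubes would give. Tests that assume that profile gave mixed results, with 20.4% of 49 muscle transcripts (those with a myoblast level under 3% of the myotube level, a limit set after) away from the median (95% interval 10.2% to 34.3%, around the bound of 20%) and a heterogeneity chi-square per degree of freedom, put in its place after that, of 27.7 over the 49 and 6.71 over the 15, or 15.8 and 6.12 without Xirp1, Acta1, Actc1 and myosin heavy chain genes, whose counts are uncertain, against a bound of 2, so ratios varied between transcripts, and this excludes neither. On the same assumption, the lowest upper 95% limit of a carried share was 15.9% among the 15 transcripts (Ampd1) and 12.8% among all genes with at least 20 CPM in myotubes and replicates within 2-fold (Cd24a), and partial differentiation of the reserve cells, which may add expression of their own, stays untested. For reserve cell RNA carried into the myotube libraries, the lowest such limit among 24 extracellular matrix genes was 16.8% (Col12a1). Levels of matrix, Pax7 and S phase transcripts in myotubes may therefore include carried RNA, which was not tested further.

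Nup transcripts were lower in myotubes, with a median log2 fold change of −0.49. Among 10000 random lists of 29 genes matched on expression, which share the same scaling, this median lay at the 0.71 percentile (lists' median 0.08, lowest 2.5% at −0.36), which argues against library scaling as the whole cause. Among lists matched also on length and GC content it lay at the 0.79 percentile (lists' median 0.03, lowest 2.5% at −0.38), which argues against these properties. The end of cell division in myotubes is a candidate explanation that stays untested, since the groups differ in division, differentiation and culture medium at once.

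Nup58 had 0 counts under its own gene model in every library except reserve cell replicate 1, with 4. A candidate explanation is reads counted under an overlapping gene model, Gm49336 (chromosome 14 of mm10, 60205282 to 60251507), whose 7 transcripts are all paired with the Entrez gene of Nup58 and hold at least 1434 counts in each library. Gm49336 spans the RefSeq position of Nup58 (60205284 to 60251479), and had a log2 fold change of 0.40 in myotubes against myoblasts (SE 0.0720, adjusted p = 2.7e-04 from edgeR). With library totals that value was 0.12 (adjusted p = 0.152 from edgeR). No biological explanation was tested, and the heat map of the paper leaves Nup58 blank.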

How the results depend on the processing

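Of the 17 alternatives, the one without mitochondrially encoded genes was chosen after seeing the data. The 10 results gave 169 values, of which 153 kept their direction and their side of the threshold (counts within 1.5 times the main count), 16 did not and 0 reversed. Genes changed between myotubes and myoblasts ranged from 5871 to 10241, Nups changed from 19 to 25, Nup210 from 4.09 to 9.81 (on transcripts, and without myoblast replicate 2 against 0 counts) and Myog from 3.16 to 3.51 on the log2 scale, and a filter at 10 CPM gave no value for Nup210. Tested on transcripts in place of genes, the counts were 5871 genes in myotubes against myoblasts, 2425 genes and 8 Nups in reserve cells against myoblasts, and 3575 genes and 6 Nups in myotubes against reserve cells. In limma-trend on the series table, which has no scaling for depth, reserve cells against myoblasts gave 3768 genes and 6 Nups with 1 added and 4123 genes and 8 Nups with 10 added, and the Nups changed by at least 2-fold rose from 8 to 13 with either. Tuba1a no longer passed on transcripts (−0.19) or in limma-trend (−0.47 with either), and its log2 fold change lay between −0.22 and −0.12 with 1 library left out, where it no longer passed without myoblast replicate 1 or without myotube replicate 1. The cause was not tested. With 1 library left out, the lone library of a group is assumed to vary like the other groups. With the replicate number as a block (replicate block), 10013 genes changed between myotubes and myoblasts, 7201 between reserve cells and myoblasts and 8549 between myotubes and reserve cells, Nup210 no longer passed between myotubes and reserve cells (adjusted p = 0.0577 from edgeR), and replicate differences were correlated between the groups at 0.002, 0.040 and −0.032, which gives no sign of pairing. On simulated data, DESeq2 called 25 of 15266 and limma-trend 99 of 14791 unchanged genes tested, and limma-trend recovered 17.9% of the genes changed 1.5-fold. Depth limits the fold of Nup210, which has 2 counts in myoblasts.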

Differences from the paper's values

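No alternative in this part was chosen after the values were seen, but the comparison of the supplement's RNA levels was made after the data were examined. In edgeR, 25 of 29 tested Nups changed between myoblasts and myotubes at an adjusted p under 0.05, where the paper's count is 1, Nup210. All 16 alternatives set before the data were examined also differ from the paper's count, at 19 to 25 Nups. By at least 2-fold, 8 Nups changed, where the paper's count is 1, and all 16 alternatives also differ, at 7 to 13. The paper states no threshold for a stable transcript level. Nup210, which the paper sets apart from the other Nups, had the largest fold change among the tested Nups in edgeR.

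Of 123 values printed in the heat map of Figure 1—figure supplement 2, 122 match the log10 of the series table to 1 decimal. The exception is Nup210 in myoblasts, where the value printed in the leading Day 0 column matches the level of myoblast replicate 2 (log10 of 0.602), while myoblast replicate 1 has 0 counts.

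For Tns3, the mean of the myoblast libraries in the units of the series table was 1987.5, and the paper's value for RNA at day 0 in Supplementary file 1 is 7865. No alternative had been set for this level. The copy of that file used here shows 1997 of its entries and leaves out 880. Of the 1866 genes with an RNA value at day 0 among those shown, 1827 equal the gene sums to within 0.05, and most of the others have a higher value in the paper's file. These include Lamb1 (3329.5 here, 12834 in the paper's file), Pdia6 (3738 and 11338.5), Psmc2 (2110 and 5328) and Neb (496 and 1249). Values of these genes are uncertain, as for Tns3, and Neb is counted in the sarcomere list.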

Other observations

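The tests in this part were set beforehand, and genes singled out only after their values were seen are named as such.

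Reserve cells of Day 7 differed from myoblasts in genes of extracellular matrix, sterol synthesis, cell division and muscle. Of 24 tested extracellular matrix and fibroblast genes, 21 were higher in reserve cells (camera adjusted p = 4.3e-15, or adjusted p = 0.0479 with an estimated correlation), led by Postn, the matrix protein periostin (4.42, from 17.6 ± 0.874 to 376 ± 4.26 CPM), Fbn1, fibrillin (2.11) and Acta2, smooth muscle actin (1.81), while Tnc and Pdgfra, picked out after their values were seen, were lower. The cholesterol synthesis genes that were higher include Hmgcs1, HMG-CoA synthase (2.37, from 184 ± 2.39 to 950 ± 3.24 CPM), and Cyp51, a sterol demethylase (2.64). In myotubes, 17 of 18 cholesterol synthesis genes were higher than in myoblasts, with a median of 1.29 (camera adjusted p = 2.9e-07, or adjusted p = 0.153 with an estimated correlation; 14 higher with library totals), and 17 were lower than in reserve cells, with a median of −0.85 (camera adjusted p = 1.3e-08, or adjusted p = 0.097 with an estimated correlation). S phase and mitosis genes were lower in reserve cells, 26 of 30 with a median of −1.16 (camera adjusted p = 3.1e-17, or adjusted p = 0.039 with an estimated correlation), for example the kinesin gene Kif20a (−2.07) and the mitotic activator gene Cdc20 (−2.22). Of the muscle lists, 34 of 35 sarcomere genes (median 5.42), 25 of 25 coupling genes (2.39) and 13 of 14 metabolism genes (4.57, or 4.33 with bounds) were higher, with camera adjusted p = 1.8e-25, 3.1e-17 and 1.9e-07, or adjusted p = 0.039, 0.039 and 0.0855 with an estimated correlation. Of 19 myogenic regulators and fusion genes, 15 were higher and 3 lower in reserve cells than in myoblasts, or 14 and 3 with library totals (camera adjusted p = 6.8e-07, or adjusted p = 0.182 with an estimated correlation). In myotubes against reserve cells, 14 were higher and 5 lower, or 12 and 5 with library totals (camera adjusted p = 4.7e-04, or adjusted p = 0.324 with an estimated correlation).

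In reserve cells against myoblasts, Pax7 was at −0.15 (adjusted p = 0.215 from edgeR) and Notch3 at 0.10 (adjusted p = 0.0953), both picked out after their values were seen, while the Notch ligand gene Dll1 (2.78) and Spry1 (2.98) were higher and Id3 (−2.72) lower. As a list, 9 of 19 tested quiescence and Notch genes were higher and 7 lower (camera adjusted p = 0.618). The inhibitor gene Cdkn1a was higher in reserve cells (2.46), and of the 8 tested cell cycle inhibitors 3 were higher and 3 lower. Mitochondrially encoded genes were higher for 7 of 13, with a median of 0.29. Of 4 tested nuclear-retained RNAs, Neat1 (1.63) and Malat1 (2.04) were higher in reserve cells than in myoblasts, and they were also higher in myotubes (1.56 and 1.78).

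Ranked by edgeR's fitted log2 fold change, which is open-ended for genes without counts in a group, the increases from myoblasts to myotubes were led by genes without counts in myoblasts. Their lower bounds, which do not rank them against measured folds, were at least 1844-fold for Mybpc2, a myosin-binding protein, at least 1366-fold for Ighm, at least 1110-fold for the myosin light chain gene Myl2, at least 1079-fold for Fxyd6, at least 988-fold for the dystrophin gene Dmd, at least 915-fold for Adamtsl2, at least 842-fold for Adprhl1, at least 704-fold for the growth factor gene Gdf5 and at least 613-fold for Ppp1r3a, each against 3 counts over the group. The myosin heavy chain gene Myh4 had a log2 fold change of 12.49 (adjusted p = 8.8e-06 from edgeR, the largest of the genes named in this paragraph), an uncertain value because genes of the myosin cluster are alike in sequence. By the same ranking, the leading decreases were at least 1026-fold for the prolactin family gene Prl2c3 and at least 308-fold for Prl2c2, close paralogs whose separate values are uncertain, at least 139-fold for the chemokine gene Cxcl5, and −10.97 on the log2 scale for the neurofilament gene Nefl (2 against 4991 counts). Hhip (−8.36), Gap43 (−7.52), Celf4 (−7.07), Igfbp2 (−6.85), the water channel gene Aqp1 (−6.49) and the neurofilament gene Nefm (−6.35) followed. The counting interval of the ratio for Nefl runs from 6.03e-05 to 1.80e-03. Alternative settings were not run for these single genes.

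Between myotubes and reserve cells, the largest differences were smaller. Higher in myotubes were Hsd17b13 (3.37), mt-Nd4l (3.32), the calcium-binding protein gene Pvalb (3.26), Rnase6 (3.21), the muscle cytochrome oxidase gene Cox7a1 (3.16), Slc10a4 (3.16), Cd24a (3.13), Jakmip1 (3.09), the muscle AMP deaminase gene Ampd1 (3.07) and Mlip (3.06). Higher in reserve cells were Tns3 (−6.63), Sec16b (−3.25), the serotonin receptor gene Htr1b (−3.21), the TGF-beta co-receptor gene Tgfbr3 (−3.13), Kirrel3 (−3.01), Nr4a2 (−3.00), the microfibril gene Mfap5 (−2.97), Melk (−2.96), Hacd4 (−2.95) and the growth factor gene Ereg (−2.95). The value for Tns3 is uncertain, with 2246 and 773 counts in the reserve cell libraries and 12 in each myotube library, since Supplementary file 1 of the paper holds a higher level for this gene in myoblasts than the transcripts paired with it here. In reserve cells against myoblasts, the leading increases by fitted value, given as lower bounds for genes without counts in myoblasts, were at least 382-fold for Adamtsl2, at least 296-fold for Mybpc2, at least 228-fold for Dmd and for Fxyd6, at least 212-fold for Ighm, at least 190-fold for Myl2 and at least 173-fold for Adprhl1, with Myh4 at 9.74, Ankrd2 at a ratio of 849 (2 counts in myoblasts, 95% counting interval 235 to 7019) and the muscle LIM protein gene Csrp3 at 8.39. The leading decreases by fitted value were at least 1285-fold for Prl2c3 and at least 386-fold for Prl2c2, with Nefl at −10.71 (3 counts in reserve cells, 95% counting interval of the ratio 1.23e-04 to 1.74e-03), Hhip at −8.02, Ngfr at −7.92 (2 counts, ratio 4.97e-04 to 0.0150), Nefm at −7.31, Itgb7 at −7.17, Slc15a3 at −6.35, Gap43 at −5.33 and Ptprn at −4.84.

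Among caspases, their inhibitors and the Bcl-2 family, 10 of 26 were higher in myotubes than in myoblasts and 13 lower (camera adjusted p = 0.308). The inhibitor genes Xiap (−1.12) and Birc5 (−3.53) were lower, as were Casp9 (−0.85) and Apaf1 (−2.33), while Casp12 (0.48) and Bcl2l1 (1.78) were higher. Casp12 was higher still in reserve cells (1.46 over myoblasts), where 10 members were higher and 12 lower. Of 10 members of the calpain list, 3 were higher in myotubes and 5 lower, Capn2 at −1.13 and Capn1 at 1.12 (camera adjusted p = 0.354). In reserve cells 3 were higher and 4 lower. Of 22 unfolded protein response genes, 4 were higher in myotubes than in myoblasts and 13 lower (camera adjusted p = 0.186), with Herpud1 at 2.22, Hsp90b1 at −1.31 and Hspa5, the chaperone BiP, at −0.13, while 10 were higher and 6 lower in reserve cells (camera adjusted p = 0.213). Between myotubes and reserve cells, 13 of these were lower in myotubes and 4 higher (camera adjusted p = 6.3e-03, or adjusted p = 0.222 with an estimated correlation), and with library totals none was higher.

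Of 30 nuclear transport receptor and Ran genes, 6 were higher in myotubes than in myoblasts and 16 lower, with a median of −0.30 (camera adjusted p = 0.0714; 5 and 22 with library totals), Kpna1 at 1.79, Kpna2 at −1.66 and the export receptor gene Xpo1 at −1.57. In reserve cells 5 were higher and 15 lower (camera adjusted p = 9.0e-03, or adjusted p = 0.431 with an estimated correlation), and between myotubes and reserve cells 12 were higher and 11 lower, or 6 and 15 with library totals. Of 15 tested lamina and envelope genes, 3 were higher in myotubes and 10 lower (camera adjusted p = 0.0578), Tmem38a, a muscle channel gene, at 5.46 and the B-type lamin gene Lmnb1 at −3.46. In reserve cells 3 of them were higher and 7 lower. Of 13 NuRD complex genes with Mbd2, 3 were higher and 8 lower (camera adjusted p = 0.213), Hdac1 at −1.49, and in reserve cells 2 were higher and 8 lower. The ring Nups had camera adjusted p = 9.4e-03 in reserve cells against myoblasts, or adjusted p = 0.245 with an estimated correlation, and 0.0203 in myotubes against reserve cells, or adjusted p = 0.323 with an estimated correlation.

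The study formed some lists on proteins of these cells at day 1, so their direction is not independent evidence. Of 13 focal adhesion genes, 9 were lower in myotubes than in myoblasts, 10 when adjusted over the list alone, and 2 higher (camera adjusted p = 9.3e-03, or adjusted p = 0.172 with an estimated correlation), such as Zyx, zyxin (−2.60), and Lasp1 (−3.36), and 8 were lower in reserve cells (camera adjusted p = 3.2e-03, or adjusted p = 0.135 with an estimated correlation). Of 8 members of the annexin A list, 7 were lower in myotubes, for example Anxa5 (−2.47) and Anxa2 (−1.65). Anxa7 was higher (0.81, picked out after its value was seen), and 7 members were lower in reserve cells. The list had camera adjusted p = 1.2e-03 in myotubes, or adjusted p = 0.153 with an estimated correlation, and 3.4e-06 in reserve cells, or adjusted p = 0.0855 with an estimated correlation. Of 18 tested tubulin-related genes, 8 were higher in myotubes and 9 lower (camera adjusted p = 0.589; 4 and 10 with library totals), Tubb6 at 2.16 and Tubb5 at −2.12, and 3 were higher and 13 lower in reserve cells (camera adjusted p = 8.6e-04, or adjusted p = 0.123 with an estimated correlation). Of 34 proteasome genes, 29 were higher in myotubes than in myoblasts, with a median of 0.73 (camera adjusted p = 1.1e-08, or adjusted p = 0.153 with an estimated correlation), Psmc3 at 1.68 and Psmc5 at 1.34, and only Psme1, picked out after its value was seen, was lower (−1.52). In reserve cells 6 of them were higher and 8 lower, or 2 and 14 with library totals. Of 21 TCA cycle genes, 17 were higher in myotubes and 3 lower (camera adjusted p = 4.8e-04, or adjusted p = 0.172 with an estimated correlation; 12 and 4 with library totals), such as Pdha1 (1.61), and in reserve cells 6 were higher and 9 lower, or 5 and 13 with library totals.

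Markers of other cell types were few. Of 8 adipocyte markers, 3 could be tested and all were lower in myotubes, Lpl at −3.17 and Cebpa at −2.14. Of 4 tested osteoblast and chondrocyte markers, Spp1 (−2.73) and Sox9 (−0.53) were among the 3 that were lower and Alpl was at least 23.2-fold higher, with 56 counts against 0. Of 4 tested macrophage markers, Cd14 (−2.85) and Cd68 (−1.54) were lower and Itgam at least 11.6-fold higher (28 counts against 0), and of 3 tested neural markers Nes (0.74) was higher and Map2 (−0.91) lower. Neither of the tested endothelial markers, Vwf and Tek, passed. Of 14 tested interferon response genes, 2 were higher and 7 lower in myotubes (camera adjusted p = 0.308), B2m at −1.07. Of 19 immediate early genes, 5 were higher and 13 lower in myotubes than in myoblasts (camera adjusted p = 0.0696), and 8 were higher and 5 lower in reserve cells. Of 10 housekeeping genes, 2 were higher and 4 lower in myotubes (camera adjusted p = 0.121; 1 and 7 with library totals), Actb at −2.97, and 6 were lower in reserve cells (camera adjusted p = 4.2e-04, or adjusted p = 0.123 with an estimated correlation). Of 35 tested genes that the paper names, 10 were higher and 23 lower in myotubes (camera adjusted p = 7.2e-03, or adjusted p = 0.281 with an estimated correlation; 6 and 25 with library totals).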
